# Supraphysiological Levels of Oxygen Exposure During the Neonatal Period Impairs Signaling Pathways Required for Learning and Memory

**DOI:** 10.1038/s41598-018-28220-4

**Published:** 2018-07-02

**Authors:** Manimaran Ramani, Ranjit Kumar, Brian Halloran, Charitharth Vivek Lal, Namasivayam Ambalavanan, Lori L. McMahon

## Abstract

Preterm infants often require prolonged oxygen supplementation and are at high risk of neurodevelopmental impairment. We recently reported that adult mice exposed to neonatal hyperoxia (postnatal day [P] 2 to 14) had spatial navigation memory deficits associated with hippocampal shrinkage. The mechanisms by which early oxidative stress impair neurodevelopment are not known. Our objective was to identify early hyperoxia-induced alterations in hippocampal receptors and signaling pathways necessary for memory formation. We evaluated C57BL/6 mouse pups at P14, exposed to either 85% oxygen or air from P2 to 14. We performed targeted analysis of hippocampal ligand-gated ion channels and proteins necessary for memory formation, and global bioinformatic analysis of differentially expressed hippocampal genes and proteins. Hyperoxia decreased hippocampal mGLU7, TrkB, AKT, ERK2, mTORC1, RPS6, and EIF4E and increased α3, α5, and ɤ2 subunits of GABA_A_ receptor and PTEN proteins, although changes in gene expression were not always concordant. Bioinformatic analysis indicated dysfunction in mitochondria and global protein synthesis and translational processes. In conclusion, supraphysiological oxygen exposure reduced proteins necessary for hippocampus-dependent memory formation and may adversely impact hippocampal mitochondrial function and global protein synthesis. These early hippocampal changes may account for memory deficits seen in preterm survivors following prolonged oxygen supplementation.

## Introduction

Children born preterm with a relatively uncomplicated neonatal intensive care unit course often have deficits in executive function and learning and memory^1–3^. Compared to adolescents born at term, adolescents born preterm have reduced hippocampal volume that is associated with long-term memory deficits^4^. *In utero*, the brain normally develops in a relatively hypoxemic environment (PaO_2_ < 50 mm Hg) although oxygen delivery is usually adequate^5–7^. In contrast, brain development in preterm infants occurs in a relatively hyperoxemic environment (PaO_2_ > 50 mm Hg)^8^ compared to fetuses *in utero* at the same gestational age even when their oxygen saturation is maintained within a narrow target range^9^, and more extreme hyperoxemia may occur when preterm infants are on supplemental oxygen. Preterm infants requiring prolonged periods of supplemental oxygen are at higher risk of morbidities of prematurity such as retinopathy of prematurity^10,11^, chronic lung disease (bronchopulmonary dysplasia [BPD])^12,13^, and deficits in executive function and cognition even in the absence of intraventricular hemorrhage^14–17^.

Brain development in newborn mouse pups corresponds to 24–28 weeks of gestation in human preterm infants^18^. Recently, we have shown that oxygen exposure during a critical developmental period (P2–14) impaired spatial navigation and memory performance, reduced anxiety and fear, and hippocampal atrophy when assessed later in young adult life (14 weeks)^19^. We have also shown that administration of retinoids to newborn mice pups during hyperoxia exposure mitigate oxygen-induced spatial navigation memory deficits and hippocampal atrophy^20^. Oxygen exposure is known to cause neuronal cell death, reduction in neurotrophin mRNA expression, and inactivation of neuronal survival signaling proteins^21,22^. While most of the regions of the brain tolerate oxidative stress well, neurons in the CA1 region of the hippocampus are particularly vulnerable to oxidative stress^23^. Mitochondria isolated from hippocampal CA1 neurons release more reactive oxygen species than those from CA3^24^. Neurons in the CA1 region are particularly vulnerable to oxidative stress induced calcium dysregulation^25^ and glutamate hyperactivity^26^. However, the mechanisms underlying oxygen toxicity on the neurodevelopment and long-term function needs to be further defined.

The hippocampus plays a critical role in the formation and retrieval of memories. Activation of N-Methyl-D-aspartic acid (NMDA) receptors, α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors, calmodulin, and tropomyosin receptor kinase B (TrkB)/extracellular signal-regulated kinase (ERK)/ phosphoinositide 3-kinase (PI3K) signaling pathways are necessary for memory formation^27–29^. We hypothesized that prolonged supraphysiological levels of oxygen exposure in the developing hippocampus would impair these pathways necessary for memory formation and storage. Our objective was therefore to determine the changes in the hippocampal ligand-gated ion channels and signaling pathways necessary for long-term memory formation in newborn mice exposed to hyperoxia during critical brain developmental period. We chose a timepoint immediately following hyperoxia exposure (P14) to evaluate mice, for we anticipated that evaluation of transcriptomic and proteomic data from later time points would indicate results of hyperoxia-induced hippocampal shrinkage (e.g. signals due to fewer neurons but more glia), but would not indicate the mechanisms contributing to such oxidative injury.

## Materials and Methods

All protocols were approved by the UAB Institutional Animal Care and Use Committee (IACUC) and were consistent with the PHS Policy on Humane Care and Use of Laboratory Animals (Office of Laboratory Animal Welfare, Aug 2002) and the Guide for the Care and Use of Laboratory Animals (National Research Council, National Academy Press, 1996).

### Animal model

C57BL/6 dams and their pups of both sexes were exposed to either normobaric hyperoxia (85% O_2_, N = 6) or normobaric 21% O_2_ ambient air (Air, N = 5) from the second postnatal day (P2) until postnatal day 14 (P14) as described earlier^20^. An additional set of mice that were exposed to 85% O_2_ (Hyperoxia, N = 6) or 21% O_2_ (Air, N = 6) were returned to room air and maintained on standard rodent diet and light/dark cycling in microisolator cages until immunoblotting assessment at 14 weeks of age.

At P14, hippocampal proteins were analyzed by unbiased proteomic profiling using mass spectroscopy. Initially, the targeted analysis was performed for ligand-gated ion channels (glutamate [NMDA and AMPA] and gamma-aminobutyric acid [GABA] receptors) and proteins, synaptic SNARE molecules, and transcription factors required for normal hippocampus-dependent learning and memory. Subsequently, bioinformatics analysis was performed on other differentially expressed hippocampal proteins between hyperoxia and air-exposed groups. In addition, targeted gene expression analysis was also performed for the ligand-gated ion channels, synaptic SNARE molecules, and transcription factors required for normal hippocampus-dependent learning and memory. To determine changes in the level of proteins of interest (total TrkB, total AKT, and total ERK2) over time, immunoblotting was performed from P14 and 14 week old mouse hippocampal samples.

Assays for 8-hydroxy-2′-deoxyguanosine (8OHdG: oxidative DNA damage marker) and malondialdehyde adducts (MDA: lipid peroxidation marker) were done on P14 hippocampal homogenates. We performed immunohistochemical analysis at P14 in an additional set of mice exposed to 85% O2 (Hyperoxia, N = 6) or 21% O2 (Air, N = 6) to (a) determine alterations in the rate of cell proliferation in the dentate gyrus (proliferative cell nuclear antigen [PCNA]). (b), CA1 region reactive astrocytes (glial fibrillary acidic protein [GFAP]), and (c) myelin protein (2′, 3′-Cyclic-nucleotide 3′-phosphodiesterase, [CNPase])

### Protein Isolation

Following cervical dislocation, the whole brain was harvested, and hippocampi were removed in a sterile manner. Upon harvesting, the right hippocampus was flash frozen in a steel beaded Eppendorf tube. Tissue was then homogenized using Qiagen tissue lyser (Qiagen, MD, USA) and T-PER + Halt protease inhibitors + PMSF solution and protein assay was performed using BCA protein assay kit (Thermo Fisher Scientific, MA, USA)^30^. The left hippocampus was also flash frozen in separate steel beaded Eppendorf tube for mRNA isolation.

### Mass Spectrometry

The mass spectrometric analysis of hippocampal proteins was done as previously described^31^. Briefly, using a split flow configuration, peptide digests were injected into a dSurveyor HPLC plus (Thermo Fisher Scientific, MA, USA) and data were collected in CID mode. The fragmentation scans were obtained at a 60 K resolution with a minimum signal threshold of 2000 counts. For the dependent scans, charge state screening was enabled, and the dynamic exclusion was enabled with the following settings: repeat count 2, repeat duration 15 s, exclusion list size 500, and exclusion duration 60 s.

The XCalibur RAW files were collected in profile mode, centroided, and later converted to MzXML using ReAdW v. 3.5.1. The mgf files were then created using MzXML2Search (included in TPP v. 3.5) for all scans with a precursor mass between 350 and 1200 Da. The data were then searched using SEQUEST (a tandem mass spectrometry data analysis program) which was set for three maximum missed cleavages, a precursor mass window of 20 ppm, trypsin digestion, variable modification C at 57.0293, and M at 15.9949.

A list of peptide IDs were generated based on SEQUEST search results, which were filtered using Scaffold (Protein Sciences, Portland, OR). The scaffold was applied to filter and group all of the matching peptides to generate and retain only high confidence IDs while also generating normalized spectral counts (N-SCs) across all samples. The filter cut-off values were set with peptide length (>5 AAs), no peptides with a MH + 1 charge state were included, and peptide probabilities were calculated and set to >80% C.I., with the number of peptides per protein set at 2 or more, and protein probabilities were set to >99% C.I. and an FDR < 1.0. The false discovery rate (FDR) and protein probability^32–34^ were used to statistically validate the proteome datasets. Spectral counting was used for relative quantification across experiments^35,36^, and when relevant, spectral count abundances were then normalized between samples^37^.

### Proteomics Data assessment

The differentially expressed proteins (fold change ± 1.5 fold and p < 0.05) were identified using T-test and used for further analysis. Functional analysis was performed using PANTHER (Protein ANalysis THrough Evolutionary Relationships)^38^ and Ingenuity Pathway Analysis (QIAGEN Inc. MD, USA). The Heat maps were generated using pheatmap package V.1.0.7 in R program.

### Western Blot

Western blot analysis of hippocampal homogenates was done at P14 and young adult age (14 weeks) as described earlier^20^. Briefly, the hippocampus was homogenized in 1 ml of a tissue protein extraction reagent (T-PER, Pierce Biotechnology), centrifuged at 7000 × g for 5 min and the supernatant frozen at −800C until analysis. Protein concentrations were measured using the Bio-Rad Bradford Protein Assay (Bio-Rad, Hercules, CA). Ten µg of protein per lane was fractionated by 10% Tris-Glycine SDS-PAGE electrophoresis, followed by transfer to a PVDF membrane (Millipore, Billerica, MA). Western Blot analysis was done using specific primary antibodies (rabbit polyclonal for total TrkB [abcam, Cambridge, MA], rabbit polyclonal for total AKT [Cell Signaling, Danvers, MA], rabbit monoclonal for total ERK2 [abcam, Cambridge, MA]), and goat polyclonal for β-actin [Santa Cruz Biotechnology, Dallas, Tx]) at 1:1000–2000 dilution for 2 hours at room temperature. The anti-rabbit secondary antibodies [Sigma-Aldrich, St. Louis, MO] for TrkB, AKT, and ERK2 and anti-goat secondary antibody [Sigma-Aldrich, St. Louis, MO] β-actin were used at 1: 10,000 dilution for 1 hour at room temperature. Immunoreactive bands were visualized by treatment with Immun-Star Western blotting detection reagents (Bio-Rad) according to the manufacturer’s instructions. Densitometry was done using a ChemiDoc MP Imaging System (BioRAD, Hercules, CA), normalizing for β-actin in the same lane.

### mRNA isolation

Immediately after harvesting, left hippocampal tissue was flash frozen in an Eppendorf tube with steel beads. Tissue was then homogenized using Qiagen tissue lyser (Qiagen, MD, USA) and RLT + BME buffer solution, and RNA was isolated using Qiagen RNeasy mini RNA isolation kit (Qiagen, MD, USA)^39^.

### mRNA sequencing

Targeted mRNA sequencing was performed on the Illumina NextSeq. 500 as described by the manufacturer (Illumina Inc., San Diego, CA). Briefly, the quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer. RNA with a RNA Integrity Number (RIN) of 7.0 or above was used for sequencing library preparation. Agilent SureSelect Strand-Specific mRNA library kit was used as per the manufacturer’s instructions (Agilent, Santa Clara, CA). Library construction was initiated with two rounds of polyA selection using oligo dT containing magnetic beads. The resulting mRNA was randomly fragmented with cations and heat, which was followed by first strand synthesis using random primers with the inclusion of Actinomycin D (2.4 ng/µL final concentration). Second strand cDNA production was done with standard techniques, and the ends of the resulting cDNA were made blunt. A-tailed and adaptors ligated for indexing to allow for multiplexing during sequencing. The cDNA libraries were quantitated using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for Illumina library quantitation (Kapa Biosystems, Woburn, MA) before cluster generation. Cluster generation was performed according to the manufacturer’s recommendations for onboard clustering (Illumina). Paired-end 75 bp sequencing runs was completed to allow for better alignment of the sequences to the reference genome.

### Analysis of Oxidative Stress

The whole hippocampus was homogenized and analyzed for malondialdehyde (MDA) adducts by ELISA as per manufacturer’s protocol (Cell Biolabs, San Diego, CA). DNA was isolated from the whole hippocampus using a Qiagen DNeasy Blood and Tissue kit (Qiagen, Valencia, CA) and analyzed for 8-OH deoxyguanosine (8-OHdG) by ELISA (Cell Biolabs).

### Histology

Mice were sacrificed at P14, and the brains were stored in formalin overnight. Brains were then transferred to 30% sucrose followed by antifreeze solution (ethylene glycol + 30% sucrose in 0.1 M phosphate buffer) and stored at −20 °C. As described previously^19^, 6 series of 30 µm thick brain sections were stained using primary antibodies for proliferating cell nuclear antigen for proliferating cells (Santa Cruz Biotechnology, Dallas,Tx), Glial fibrillary acidic protein (GFAP) for reactive astrocytes (Sigma-Aldrich, St. Louis, MO), and 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase (CNPase) for myelin protein (abcam, Cambridge, MA). Nonspecific IgG and omission of primary antibody were used as controls for staining specificity.

Photomicrographs of CA1 and dentate gyrus regions of the hippocampi were taken using 10x objective. Using MetaMorph v.6.2 software, the number of cells stained for PCNA were counted (non-stereological method), while the area stained for GFAP and CNPase were analyzed using intensity thresholding and expressed as a percentage of total area as described previously^19^.

## Results

### Targeted Proteomics and Transcriptomics

Transcriptomic data are available on GEO (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE111189.

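The transcriptomic data are RNA from the left hippocampus of 3 mice kept in air (21% oxygen) and of 3 mice kept in 85% oxygen from P2 to P14, taken at P14 (P for postnatal day). The libraries were strand-specific and made from polyA-selected mRNA, and were read as paired ends on an Illumina NextSeq. The authors deposited 1 normalized count per gene and library, described as DESeq2-normalized, in which each library's read counts are divided by 1 size factor. In every library, 100% of the values lay within 0.01 of a whole multiple of the value of 1 read, so the reads on genes could be recovered. They came to 38746972, 35348128 and 34976005 in air libraries 1, 2 and 3, with a median of 35348128, and to 38045901, 30384052 and 35034602 in hyperoxia libraries 1, 2 and 3, with a median of 35034602. The numbers 1 to 3 are those of the deposited columns, which give the group and not the animal. Every direction given for the mRNA follows the group named in these columns. The aligner, the genome build and the counting program are not given in the sources used here. Positions printed beside genes are those of the reference annotation used here, GENCODE release M21 on the mouse genome GRCm38, which holds 99.68% of the deposited gene identifiers, 84.82% with the same version. The comparisons use log2 of the deposited normalized count plus a pseudocount of 1, for the 17778 genes with a mean of at least 10 over the 6 libraries. Each gene was tested with limma with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are hyperoxia minus air on this log2 scale, which understates the change of genes with low counts. A gene is called where its adjusted p is under 0.05. With 3 mice against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1, which it reaches when the groups do not overlap. Beside the comparison from the columns stands the authors' deposited table of fold changes, described as room air against 85% oxygen, whose values are above 0 where the air libraries are higher. The name of that comparison has the word oil for both groups, which the text of the paper does not explain. Across the 17766 genes tested that are in both, the log2 fold changes of the authors' deposited table and hyperoxia minus air had a Spearman rho of −0.987 and a Pearson r of −0.945 (genes are not independent replicates). All 4958 of these genes with an adjusted p under 0.05 in the authors' deposited table had the opposite sign in hyperoxia minus air.

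**Figure D1:**
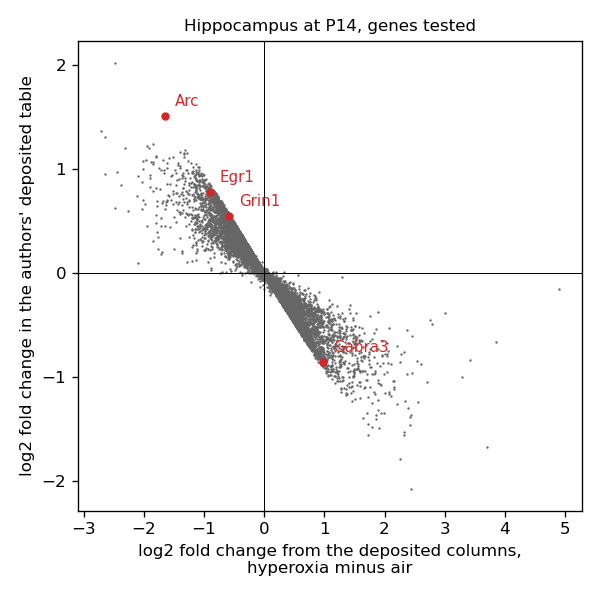
Log2 fold change of each gene in the authors' deposited table (vertical axis) against hyperoxia minus air from the deposited normalized counts (horizontal axis, limma on log2 values). Each point is 1 of 17766 genes tested, and 4 genes of Tables 1 and 2 are marked, such as Arc at −1.64 on the horizontal axis and 1.51 on the vertical.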

#### Effect of Hyperoxia Exposure on Hippocampal mGlu7, NMDA, AMPA, and GABA Receptors, Synaptic Proteins, and Synaptic SNARE Molecules

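Table 1 of the paper lists 27 molecules and Table 2 lists 33 that each name a single gene. Of these 60 genes, 23 were called, 7 of them higher and 16 lower in hyperoxia, and 26 passed when adjusted over the list alone. Among the 16 alternatives, the count of called genes moved most under the removal of each library's trend on transcript length and GC content, to 37. Without hyperoxia library 2 it moved to 35. At an unadjusted p under 0.05 the count was 37. Grm7 (ENSMUSG00000056755.13), which encodes metabotropic glutamate receptor 7, lies on chromosome 6 from 110645581 to 111567230 on the plus strand. Its normalized count was 1913 ± 39.7 (SD, n = 3) in air and 1952 ± 222 (SD, n = 3) in hyperoxia. The log2 fold change of 0.02 (standard error 0.09, limma adjusted p = 0.87) was smaller than its standard error. Values with each library left out in turn lay between −0.03 and 0.12, and the gene was not called under any of the 16 alternatives.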

P14 mice exposed to neonatal hyperoxia had reduced amounts of hippocampal glutamate receptor metabotropic 7 (mGLU7) protein but with no change at the mRNA level compared to air-exposed mice (Table 1). The protein levels of NMDA receptor subunit 1 (GRIN1), NMDA receptor subunit 2B (GRIN2B), AMPA receptor subunit 1 (GLUR1), and AMPA receptor subunit 2 (GluR2) were comparable between air- and hyperoxia-exposed mice (Table 1). However, hyperoxia-exposed mice had increased GRIN1, GLUR1, and decreased GRIN2B mRNA levels compared to the air-exposed mice (Table 1). 

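Grin1 (ENSMUSG00000026959.13) lies on chromosome 2 from 25291181 to 25319187 on the minus strand and encodes the NMDA receptor subunit that the paper names GRIN1. It had a normalized count of 19925 ± 1275 (SD, n = 3) in air and 13267 ± 399.8 (SD, n = 3) in hyperoxia, and every hyperoxia library was below every air library. Its log2 fold change was −0.59 (standard error 0.07, limma adjusted p = 9.8e-04), and stayed between −0.62 and −0.53 with each library left out in turn. Its exon region overlaps Grin1os, a gene on the other strand, and whether the authors' counting used the strand is not given in the sources used here. Gria1, which encodes GLUR1, lies on chromosome 11 from 57011387 to 57330244 on the plus strand and was 42948 ± 1006 (SD, n = 3) in air and 28256 ± 4828 (SD, n = 3) in hyperoxia. The change of −0.62 (standard error 0.11, limma adjusted p = 0.0041) was again larger than the spread between replicates, and the groups did not overlap. Both genes were called under all 16 alternatives. Grin2b was 15539 ± 1174 (SD, n = 3) in air and 20019 ± 6489 (SD, n = 3) in hyperoxia, with a log2 fold change of 0.31 (standard error 0.21, limma adjusted p = 0.29). The hyperoxia libraries of Grin2b ranged from 12734 in library 2 to 25181, so the difference was within the replicate spread. It was called only without hyperoxia library 2, where limma gave 0.61 with an adjusted p of 2.5e-04, against 2.5e-04 to 0.83 over the alternatives. Gria2 changed by 0.19 (standard error 0.17, limma adjusted p = 0.42). Its direction depended on the processing, because the length and GC correction gave −0.26 with an adjusted p of 0.015, while leaving out hyperoxia library 2 gave 0.40 with 0.0036.

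**Figure D2:**
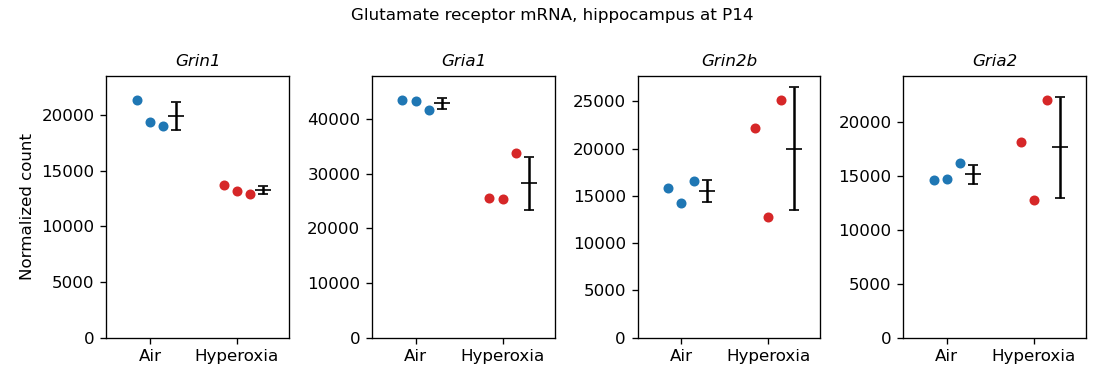
Normalized counts of 4 glutamate receptor genes in the 3 air and 3 hyperoxia libraries (points), with the mean and SD of each group (bars). Grin1 and Gria1 are lower in every hyperoxia library, while the hyperoxia values of Grin2b and Gria2 spread across those of air.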

Among gamma-aminobutyric acid type A receptor (GABA_A_) receptor subunits, the protein levels of α3 (GABRA3), α5 (GABRA5), and ɤ2 (GABRG2) subunits were increased in hyperoxia-exposed mice. While the mRNA of α5 GABA_A_ receptor subunit was not significantly different in hyperoxia-exposed mice, the levels of α3 and ɤ2 were decreased in hyperoxia-exposed mice (Table 1). 

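Gabra3 (ENSMUSG00000031343.13), on chromosome X from 72432681 to 72656848 on the minus strand, had the clearest change among the GABA receptor genes of Table 1. Its normalized count was 1347 ± 141 (SD, n = 3) in air and 2672 ± 467 (SD, n = 3) in hyperoxia, a log2 fold change of 0.98 (standard error 0.13, limma adjusted p = 0.0011) that stayed between 0.87 and 1.13 with each library left out. Gabra5 was 7208 ± 271 (SD, n = 3) in air and 6499.9 ± 504 (SD, n = 3) in hyperoxia, and its change of −0.15 (standard error 0.08, limma adjusted p = 0.16) was not called under any of the 16 alternatives. Its groups overlapped, with 7023 in hyperoxia library 3 and 6963 in air library 3. Gabra5 overlaps another gene on the other strand.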

Protein levels of GABA_A_ α1 (GABRA1) and β3 (GABRB3) subunits were not statistically different. However, compared to the air-exposed mice, GABA_A_ α1 mRNA expression was reduced in hyperoxia-exposed mice. 

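Gabbr2 (ENSMUSG00000039809.10), the gene of GABA type B receptor subunit 2, lies on chromosome 4 from 46662305 to 46991873 on the minus strand. The libraries gave a normalized count of 14596 ± 491 (SD, n = 3) in air and 14884 ± 399 (SD, n = 3) in hyperoxia. A change of 0.03 (standard error 0.07, limma adjusted p = 0.78) was smaller than its standard error and was called under none of the 16 alternatives.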

The protein and gene expression levels of gamma-aminobutyric acid type B receptor (GABA_B_) subunit 2 were comparable between the groups (Table 1).

**Table 1:** Effect of Hyperoxia Exposure on Hippocampal mGlu7, NMDA, AMPA and GABA receptors, Synaptic Proteins and Synaptic Snare molecules (n = 5 in Air group, 6 in Hyperoxia group) and Corresponding Gene Expression (n = 3 in Air group, 3 in Hyperoxia group).

Molecule (Symbol)	Protein Log Fold Change in Hyperoxia (vs. Air)	P value	Gene Expression Log Fold Change in Hyperoxia (vs. Air)	P value
**Presynaptic Glutamate receptor**				
Glutamate receptor, metabotropic 7 (mGlu7)	−1.44	**0.01**	−0.02	0.8
**N-Methyl-D-aspartic acid (NMDA) receptors**				
NMDA receptor subunit 1 (GRIN1)	+0.35	0.62	+0.55	**2.02E-07**
NMDA receptor subunit 2B (GRIN2B)	−0.07	0.83	−0.31	**0.05**
**α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors**				
AMPA receptor subunit 1 (GlUR1)	−0.22	0.79	+0.53	**0.0001**
AMPA receptor subunit 2 (GlUR2)	−0.01	0.97	−0.19	0.17
**Gamma-aminobutyric acid (GABA) receptors**				
GABA type A receptor α1 Subunit (GABRA1)	+0.54	0.36	−0.24	**0.04**
GABA type A receptor α3 subunit (GABRA3)	+1.80	**0.007**	−0.85	**2.26E-08**
GABA type A receptor α5 subunit (GABRA5)	+0.68	**0.04**	+0.14	0.17
GABA type A receptor β3 Subunit (GABRB3)	+0.02	0.94	−0.13	0.13
GABA type A receptor ɤ2 subunit (GABRG2)	+0.92	**0.05**	−0.20	**0.04**
GABA type B receptor Subunit 2 (GABBR2)	+0.06	0.92	−0.02	0.74
**Synaptic Proteins**				
Gephyrin (GPHN)	+0.55	0.40	+0.14	0.26
Synaptopodin (SYNPO)	+0.01	0.98	**+0.48**	**6E-06**
Protein interacting with PRKCA 1 (PICK1)	+0.24	0.65	+0.18	0.17
Vesicular glutamate transporter 1 (VGLUT1)	−0.30	0.56	**+0.33**	**5.3E-05**
Leucine rich glioma inactivated 1 (LGI1)	−0.75	0.27	+0.17	0.19
Agrin (AGRN)	+0.82	0.22	−0.14	0.33
Glutamate receptor interacting protein 1 (GRIP1)	+0.07	0.93	+0.14	0.48
Cadherin 2 (CDH2)	+0.97	0.11	+0.19	0.23
Post-synaptic density protein 95 (PSD95)	+0.29	0.70	**+0.31**	**0.005**
**Synaptic SNARE Molecules**				
Syntaxin 7 (STX7)	+0.62	0.35	−0.15	0.18
Syntaxin 1A (STX1A)	+0.06	0.93	−0.34	**0.05**
Syntaxin 12 (STX12)	+0.75	0.35	−0.19	**0.05**
Syntaxin 6 (STX6)	+1.52	**0.03**	**+0.26**	**0.001**
Syntaxin 8 (STX8)	+1.08	0.09	+0.07	0.62
Synaptosome associated protein 29 (SNAP29)	+0.11	0.86	−0.18	0.13
Synaptosome associated protein 23 (SNAP23)	+0.57	0.42	−0.16	0.32

While the mRNA expression levels of synaptopodin (SYNPO), vesicular glutamate transporter 1 (VGLUT1), and post-synaptic density protein 95 (PSD95) were increased in hyperoxia-exposed mice, corresponding protein levels were not statistically different (Table 1). 

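Synpo (ENSMUSG00000043079.17) lies on chromosome 18 from 60593973 to 60660142 on the minus strand. It was 6187 ± 155 (SD, n = 3) in air and 4387 ± 78.0 (SD, n = 3) in hyperoxia, with a log2 fold change of −0.50 (standard error 0.06, limma adjusted p = 9.8e-04) that every alternative called. Slc17a7, the gene of VGLUT1, was 56432 ± 1369 (SD, n = 3) in air and 44716 ± 1813 (SD, n = 3) in hyperoxia, a change of −0.34 (standard error 0.08, limma adjusted p = 0.012). Dlg4, the gene of PSD95, was 41838 ± 1629.8 (SD, n = 3) in air and 33454 ± 2683 (SD, n = 3) in hyperoxia, a change of −0.33 (standard error 0.09, limma adjusted p = 0.019). In all 3 genes the hyperoxia libraries were below the air libraries without overlap. The calls of the last 2 genes depended on the processing. Slc17a7 lost its call under quantile normalization (adjusted p 0.24), without air library 1 (0.054) and without air library 2 (0.062), in a range of 6.6e-05 to 0.24. Dlg4 lost its call under quantile normalization (0.24), without air library 1 (0.086), 2 (0.063) or 3 (0.065) and without hyperoxia library 1 (0.063), in a range of 0.0014 to 0.24.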

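Of the genes Gphn, Pick1, Lgi1, Agrn, Grip1 and Cdh2, only Lgi1 was called. Lgi1 (ENSMUSG00000067242.11), on chromosome 19 from 38264536 to 38312214 on the plus strand, had a normalized count of 5570.3 ± 250.4 (SD, n = 3) in air and 3518 ± 263 (SD, n = 3) in hyperoxia. Its log2 fold change was −0.66 (standard error 0.08, limma adjusted p = 6.8e-04), the hyperoxia libraries all lay below the air libraries, and all 16 alternatives called it. The changes of the other genes were smaller than 3 standard errors. Gphn was at −0.15 (limma adjusted p = 0.13), Pick1 at −0.19 (0.098), Agrn at 0.15 (0.23), Grip1 at −0.15 (0.26) and Cdh2 at −0.21 (0.095). The length and GC correction called Gphn (0.050), Grip1 (0.019) and Cdh2 (0.0087). Leaving out hyperoxia library 2 called Pick1 (0.011) and Agrn (0.016), and leaving out hyperoxia library 3 called Cdh2 (0.024). Over the alternatives, adjusted p ranged over 0.050 to 0.39 for Gphn, 0.011 to 0.25 for Pick1, 0.016 to 0.94 for Agrn, 0.019 to 0.66 for Grip1 and 0.0087 to 0.30 for Cdh2.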

The protein and mRNA expression levels of gephyrin (GPHN), protein interacting with PRKCA 1 (PICK1), leucine rich glioma inactivated 1 (LGI1), agrin (AGRN), glutamate receptor interacting protein 1 (GRIP1), and cadherin 2 (CDH2) were also not different between the groups (Table 1).

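Stx7 (ENSMUSG00000019998.6), on chromosome 10 from 24149302 to 24190222 on the plus strand, had a normalized count of 3588 ± 103 (SD, n = 3) in air and 4008 ± 186 (SD, n = 3) in hyperoxia. The groups did not overlap, but the log2 fold change of 0.16 (standard error 0.07, limma adjusted p = 0.10) did not pass the threshold, except without hyperoxia library 2 (adjusted p 0.024, range 0.024 to 0.27). Stx8 was 562 ± 29.0 (SD, n = 3) in air and 533 ± 26.7 (SD, n = 3) in hyperoxia, and its change of −0.08 (standard error 0.09, limma adjusted p = 0.53) was within the replicate spread under each of the 16 alternatives.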

Analysis of syntaxins indicated that the protein and mRNA expression levels of syntaxin 7 (STX7), and syntaxin 8 (STX8) were similar between air- and hyperoxia-exposed mice (Table 1). The syntaxin 6 (STX6) protein and mRNA levels were increased in hyperoxia-exposed mice. 

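Stx6 (ENSMUSG00000026470.14) lies on chromosome 1 from 155158715 to 155208256 on the plus strand. The groups did not overlap, with 2984 ± 86.8 (SD, n = 3) in air and 2478 ± 49.8 (SD, n = 3) in hyperoxia. With each library left out, its change of −0.27 (standard error 0.07, limma adjusted p = 0.013) stayed between −0.29 and −0.25. The call was lost without air library 2 (adjusted p 0.075), without air library 3 (0.052) and without hyperoxia library 1 (0.057), in a range of 0.0025 to 0.075.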

No difference in the protein levels of syntaxin 1A (STX1A) and syntaxin 12 (STX12) were observed between the groups (Table 1). However, the mRNA levels of STX1A and STX12 were decreased in hyperoxia-exposed mice compared to air-exposed mice. 

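The normalized count of Stx1a (ENSMUSG00000007207.10), on chromosome 5 from 135023482 to 135051100 on the plus strand, was 4623 ± 218 (SD, n = 3) in air and 6004 ± 1141 (SD, n = 3) in hyperoxia, and that of Stx12 was 3479 ± 125 (SD, n = 3) in air and 3983 ± 124 (SD, n = 3) in hyperoxia. Their log2 fold changes were 0.36 (standard error 0.13, limma adjusted p = 0.058) and 0.20 (standard error 0.07, limma adjusted p = 0.051), both just above the threshold over all genes tested. Adjusted over the list alone, both passed, at 0.043 and 0.039. The 3 hyperoxia values of Stx12 lay above the 3 air values, and those of Stx1a did not. On the recovered reads, edgeR's quasi-likelihood test called Stx1a (adjusted p 0.049) and DESeq2 called both (0.015 for Stx1a and 0.030 for Stx12). Over the 16 alternatives, 4 called Stx1a (range 0.0012 to 0.20) and 6 called Stx12 (range 0.016 to 0.17).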

The protein and mRNA levels of synaptosome associated protein 29 (SNAP29), and synaptosome associated protein 23 (SNAP23) were similar between the groups (Table 1).

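Snap29 (ENSMUSG00000022765.8), on chromosome 16 from 17405986 to 17430827 on the plus strand, was 1089.7 ± 26.0 (SD, n = 3) in air and 1242 ± 86.7 (SD, n = 3) in hyperoxia, a log2 fold change of 0.19 (standard error 0.08, limma adjusted p = 0.10). It was called only without hyperoxia library 2 (adjusted p 0.015, range 0.015 to 0.26). Snap23 was 525 ± 74.8 (SD, n = 3) in air and 589 ± 33.8 (SD, n = 3) in hyperoxia, and its change of 0.17 (standard error 0.11, limma adjusted p = 0.27) was not called under any alternative. Snap29 overlaps Pi4ka, a gene with higher counts on the other strand.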

#### Effect of Hyperoxia Exposure on Hippocampal Calmodulin, TrkB/ERK/AKT Signaling Pathways, and Transcription Factors

Protein levels of calcium/calmodulin-dependent protein kinase (CAMK) type I and II and their subunits were comparable between the groups (Table 2). However, increased CAMKI, CAMKIIA, and CAMKIIB gene expression levels and decreased CAMKIID and CAMKIIG were noted in hyperoxia-exposed compared to air-exposed mice.

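Camk2d (ENSMUSG00000053819.16), on chromosome 3 from 126596302 to 126846326 on the plus strand, had a normalized count of 1298 ± 75.7 (SD, n = 3) in air and 3145 ± 677 (SD, n = 3) in hyperoxia. The log2 fold change of 1.26 (standard error 0.13, limma adjusted p = 4.6e-04) stayed between 1.09 and 1.35 with each library left out. Camk2g also differed, at 5207 ± 45.8 (SD, n = 3) in air and 6796 ± 642 (SD, n = 3) in hyperoxia, with a change of 0.38 (standard error 0.08, limma adjusted p = 0.0069). In the other direction, Camk2a was 164568 ± 4939.7 (SD, n = 3) in air and 116013 ± 9584 (SD, n = 3) in hyperoxia, a change of −0.51 (standard error 0.10, limma adjusted p = 0.0058), and Camk2b was 63416 ± 2286 (SD, n = 3) in air and 42831 ± 3587 (SD, n = 3) in hyperoxia, a change of −0.57 (standard error 0.09, limma adjusted p = 0.0021). In these 4 genes the groups did not overlap, and each was called under every alternative apart from Camk2a under quantile normalization (adjusted p 0.26, range 1.4e-07 to 0.26). Camk1, the gene of CAMKI, was 1543 ± 105 (SD, n = 3) in air and 1640.5 ± 198 (SD, n = 3) in hyperoxia. Its change of 0.08 (standard error 0.10, limma adjusted p = 0.55) was within the replicate spread, and no alternative called it.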

**Table 2:** Effect of Hyperoxia on Calmodulin, TrkB/ERK/PI3K Signaling Pathways, and Transcription Factors (n = 5 in Air group, 6 in Hyperoxia group) and Corresponding Gene Expressions (n = 3 in Air group, 3 in Hyperoxia group).

Molecule (Symbol)	Protein Log Fold Change in Hyperoxia (vs. Air)	P value	Gene Expression Log Fold Change in Hyperoxia (vs. Air)	P value
**Calmodulins**				
Calcium/calmodulin-dependent protein kinase type I (CAMKI)	−0.764	0.06	**+0.36**	**0.01**
Calcium/calmodulin-dependent protein kinase type II α (CAMKIIA)	−0.62	0.20	**+0.46**	**8.14E-05**
Calcium/calmodulin-dependent protein kinase type II β (CAMKIIB)	−0.31	0.53	**+0.52**	**1.05E-05**
Calcium/calmodulin-dependent protein kinase type II δ (CAMKIID)	+0.13	0.83	**−0.83**	**7.17E-05**
Calcium/calmodulin-dependent protein kinase type II ɤ (CAMKIIG)	−0.070	0.86	**−0.36**	**0.0001**
**TrKB/ERK/PI3K Pathway**				
Tropomyosin receptor kinase B (TrkB)	−1.09	**0.04**	−0.04	0.76
Protein kinase C α (PKCA)	+0.01	0.98	+0.25	0.06
Protein kinase C β (PKCB)	+1.12	0.17	−0.27	**0.009**
Protein kinase C ɤ (PKCG)	−0.22	0.45	**+0.56**	**8.46E-07**
Mitogen-activated protein kinase Kinase 1(MEK1)	−0.26	0.57	+0.13	0.11
Mitogen-activated protein kinase Kinase 2(MEK2)	+0.53	0.35	−0.07	0.5
Extracellular signal-regulated kinase 1 (ERK1)	+0.58	0.36	+0.18	0.12
Extracellular Signal-Regulated Kinase 2 (ERK2)	**−1.33**	**0.02**	**+0.15**	**0.03**
Phosphoinositide 3-kinase (PI3K)	+0.25	0.13	**−0.3**	**0.0007**
Phosphatase and tensin homolog (PTEN)	+0.71	**0.03**	**−0.63**	**3.66E-08**
Protein kinase B (PKB-AKT)	**−1.02**	**0.02**	**−0.70**	**1.81E-09**
AKT interacting protein (AKTIP)	**−1.27**	**0.03**	**−0.17**	**0.04**
Mechanistic target of rapamycin (mTOR)	+0.50	0.48	**−0.33**	**3.55E-05**
Mechanistic target of rapamycin complex 1 (mTORC1)	**−0.98**	**0.01**	**+0.18**	**0.05**
Brain-derived neurotrophic factor (BDNF)	Not Detected	—	**+0.40**	**0.0004**
Ribosomal protein S6 RPS6	**−0.89**	**0.04**	**+0.20**	**0.04**
CAMP Responsive Element Binding Protein 1 (CREB1)	Not Detected	—	+0.006	0.97
Eukaryotic translation initiation factor 4e (EIF4E)	**−1.18**	**0.008**	**+0.15**	**0.05**
**Transcription Factors Involved in Long-Term Memory and Synaptic Plasticity**				
Jun proto-oncogene (JUN)	Not Detected	NA	**+0.67**	**1.82E-06**
Nuclear factor kappa B (NFKB)	Not Detected	NA	−0.09	0.52
Activating transcription factor 4 (ATF4)	Not Detected	NA	**+0.29**	**0.02**
**Transcription Factors Involved in Development**				
Paired Box 6 (PAX6)	Not Detected	NA	+0.18	0.26
T-box, brain 1 (TBR1)	Not Detected	NA	−0.005	0.98
T-box, brain 2 (TBR2)	Not Detected	NA	**+0.59**	**0.01**
SRY-box 2 (SOX2)	Not Detected	NA	−0.18	0.30
Prospero homeobox 1 (PROX1)	Not Detected	NA	+0.26	0.35
Forkhead box G1 (FOXG1)	Not Detected	NA	+0.24	0.11
**Immediate-Early Genes**				
Fos proto-oncogene (FOS)	Not Detected	NA	+0.28	0.11
Activity-Regulated Cytoskeleton-Associated Protein (ARC)	Not Detected	NA	**+1.51**	**5E-32**
Early Growth Response 1 (EGR1)	Not Detected	NA	**+0.78**	**2.2E-06**
CCAAT/enhancer binding protein (C/EBP)	Not Detected	NA	**+0.96**	**4.72E-07**

Hyperoxia-exposed mice had reduced hippocampal TrkB protein with no change in corresponding mRNA levels. 

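Ntrk2 (ENSMUSG00000055254.14), the gene of TrkB, lies on chromosome 13 from 58806569 to 59133970 on the plus strand. The normalized count was 19771 ± 452 (SD, n = 3) in air and 19620.2 ± 747 (SD, n = 3) in hyperoxia, and the log2 fold change of −0.01 (standard error 0.07, limma adjusted p = 0.91) was smaller than its standard error. It was called only after the length and GC correction, at −0.26 with an adjusted p of 0.019 (range 0.019 to 0.99).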

The protein levels of protein kinase C subunits (α, β, ɤ), downstream proteins of TrKB signaling pathway, were similar between air-exposed and hyperoxia-exposed mice (Table 2). 

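Prkcb (ENSMUSG00000052889.11), on chromosome 7 from 122288751 to 122634402 on the plus strand, had a normalized count of 9349.6 ± 71.8 (SD, n = 3) in air and 11441 ± 1312 (SD, n = 3) in hyperoxia. The log2 fold change of 0.28 (standard error 0.09, limma adjusted p = 0.038) passed the threshold with all 6 libraries, but not in limma without the trend (adjusted p 0.093), nor without air library 1 (0.11), 2 (0.11) or 3 (0.11), nor without hyperoxia library 1 (0.13) or 3 (0.088), in a range of 4.2e-04 to 0.13. Prkca was 10284 ± 201 (SD, n = 3) in air and 8477 ± 1626 (SD, n = 3) in hyperoxia, and its change of −0.30 (standard error 0.12, limma adjusted p = 0.086) was called only without hyperoxia library 3 (0.0024) and after the length and GC correction (6.0e-04), in a range of 6.0e-04 to 0.23.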

The gene expression levels of protein kinase C subunits α was comparable between the groups but the gene expression level of protein kinase C β subunit was decreased and protein kinase C ɤ was increased in the hyperoxia group. 

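Map2k1, the gene of MEK1, changed by −0.14 (standard error 0.07, limma adjusted p = 0.15), from a normalized count of 4758 ± 247 (SD, n = 3) in air and 4317 ± 94.8 (SD, n = 3) in hyperoxia. Map2k2, the gene of MEK2, was 2424 ± 76.3 (SD, n = 3) in air and 2562 ± 374 (SD, n = 3) in hyperoxia, and its change of 0.07 (standard error 0.10, limma adjusted p = 0.62) was smaller than its standard error. Mapk3, the gene of ERK1, was 7615 ± 254 (SD, n = 3) in air and 6599 ± 1391 (SD, n = 3) in hyperoxia, a change of −0.23 (standard error 0.13, limma adjusted p = 0.22). None of the 3 was called. The length and GC correction called Map2k2 at 0.20 (adjusted p 0.043, range 0.043 to 0.81), and leaving out hyperoxia library 2 called Mapk3 at −0.38 (0.0059, range 0.0059 to 0.62).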

The protein and gene expression levels of mitogen-activated protein kinase 1, 2 (MEK1, MEK2), and ERK1 were not different between the groups (Table 2). However, the protein level of ERK2 was decreased, and its corresponding gene expression level was increased in hyperoxia-exposed mice (Table 2). 

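The label PI3K of Table 2 covers several genes, and 6 were examined. Pik3r1 (ENSMUSG00000041417.15), on chromosome 13 from 101680563 to 101768217 on the minus strand, which encodes a regulatory subunit, was 3781 ± 213 (SD, n = 3) in air and 5442 ± 734 (SD, n = 3) in hyperoxia. Its log2 fold change of 0.52 (standard error 0.10, limma adjusted p = 0.0054) was called under all 16 alternatives. Pik3ca, which encodes a catalytic subunit, was 1732 ± 39.9 (SD, n = 3) in air and 2154 ± 155 (SD, n = 3) in hyperoxia, a change of 0.31 (standard error 0.08, limma adjusted p = 0.013). Its call was lost without air library 1 (adjusted p 0.054), without air library 2 (0.068), without hyperoxia library 1 (0.055) and after the length and GC correction, which gave −0.03 (0.79, the highest of a range of 8.4e-04 to 0.79). Pik3cb at −0.15, Pik3cd at 0.15, Pik3c3 at −0.06 and Pik3r2 at −0.08 were not called, with limma adjusted p of 0.17, 0.18, 0.56 and 0.43. Pik3cb was called after the length and GC correction (0.0048, range 0.0048 to 0.43).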

While the mRNA of PI3K was decreased in hyperoxia-exposed mice, the protein level was comparable to that of air-exposed mice.

Hyperoxia-exposed mice had lower protein amounts of protein kinase B (AKT), AKT interacting protein, the mechanistic target of rapamycin complex 1 (mTORC1), ribosomal protein S6, and eukaryotic translation initiation factor 4e (EIF4E) compared to air-exposed mice (Table 2). 

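Aktip (ENSMUSG00000031667.16), the gene of AKT interacting protein, lies on chromosome 8 from 91111784 to 91199976 on the minus strand and had a normalized count of 1794 ± 73.9 (SD, n = 3) in air and 2041 ± 146 (SD, n = 3) in hyperoxia. The groups of Aktip did not overlap, and its log2 fold change of 0.18 (standard error 0.08, limma adjusted p = 0.10) was called only without hyperoxia library 3 (adjusted p 0.044, range 0.044 to 0.27).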

Similar to that of protein levels, the mRNA of protein kinase B (AKT) and AKT interacting protein were reduced in the hyperoxia group. However, the mRNA of mechanistic target of rapamycin complex 1 (mTORC1), ribosomal protein S6, and eukaryotic translation initiation factor 4e (EIF4E) were increased with hyperoxia. In addition, phosphatase and tensin homolog (PTEN) expression was increased in hyperoxia-exposed mice. 

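The complex mTORC1 has no gene of its own, and its subunit genes Rptor, Mlst8 and Akt1s1 were examined beside Mtor. Their log2 fold changes were 0.09 (standard error 0.07, limma adjusted p = 0.37), −0.02 (standard error 0.09, limma adjusted p = 0.89) and −0.11 (standard error 0.11, limma adjusted p = 0.48), none of them called. Akt1s1 was called without hyperoxia library 2, at −0.24 (adjusted p 0.011, range 0.011 to 0.89). Rps6, the gene of ribosomal protein S6, was 3245 ± 246 (SD, n = 3) in air and 2781 ± 292 (SD, n = 3) in hyperoxia, a change of −0.22 (standard error 0.09, limma adjusted p = 0.095). It was called only without hyperoxia library 2 (0.0079, range 0.0079 to 0.72). Ribosomal protein genes have processed pseudogenes that can share their reads. Eif4e was 3326 ± 231 (SD, n = 3) in air and 2978 ± 57.6 (SD, n = 3) in hyperoxia, a change of −0.16 (standard error 0.07, limma adjusted p = 0.13), called only after the length and GC correction (0.011, range 0.011 to 0.40).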

The protein level of mechanistic target of rapamycin (mTOR) was similar between air-and hyperoxia-exposed groups (Table 2). However, the mRNA level of mTOR was decreased in hyperoxia-exposed mice compared to air-exposed mice. 

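Mtor (ENSMUSG00000028991.15), on chromosome 4 from 148448611 to 148557683 on the plus strand, had a normalized count of 2892 ± 79.0 (SD, n = 3) in air and 3689 ± 322 (SD, n = 3) in hyperoxia. Its log2 fold change of 0.35 (standard error 0.08, limma adjusted p = 0.010) stayed between 0.30 and 0.42 with each library left out. The call was lost only without air library 2 (adjusted p 0.054, range 3.1e-04 to 0.054).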

While the mRNA level of brain-derived neurotrophic factor (BDNF) was increased in hyperoxia-exposed mice, BDNF protein was not detected in either group. 

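Bdnf (ENSMUSG00000048482.14) lies on chromosome 2 from 109674700 to 109727007 on the plus strand. Its normalized count was 1582 ± 148 (SD, n = 3) in air and 1165 ± 109.6 (SD, n = 3) in hyperoxia, without overlap between the groups, and its log2 fold change was −0.44 (standard error 0.10, limma adjusted p = 0.0089). Without air library 1 the change was −0.39 and the adjusted p 0.051, the only alternative that lost the call (range 8.0e-04 to 0.051).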

Our analysis did not detect cAMP response elements (CREB) or phosphorylated CREB in both groups.

Transcription factor proteins involved in long-term memory and synaptic plasticity (jun proto-oncogene [JUN], nuclear factor kappa B [NFKB], and activating transcription factor 4 [ATF4]) and neurodevelopment (paired Box 6 [PAX6], T-box, brain 1 [TBR1], T-box, brain 2 [TBR2], SRY-box 2 [SOX2], prospero homeobox 1 [PROX1], and forkhead box G1 [FOXG1]) were not detected in either air- and hyperoxia-exposed mice, probably due to their very low relative concentrations (Table 2). However, mRNA levels of JUN, ATF4, and TBR2 were increased in hyperoxia-exposed mice while mRNA levels of NFKB, PAX6, TBR1, SOX2, PROX1, and FOXG1 were not different between the groups (Table 2). 

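Jun (ENSMUSG00000052684.4), on chromosome 4 from 95049034 to 95052222 on the minus strand, had a normalized count of 4149 ± 272 (SD, n = 3) in air and 2499 ± 212 (SD, n = 3) in hyperoxia. Its log2 fold change of −0.73 (standard error 0.08, limma adjusted p = 6.5e-04) was called under all 16 alternatives. Atf4 was 4339.8 ± 246 (SD, n = 3) in air and 3503 ± 426 (SD, n = 3) in hyperoxia, a change of −0.31 (standard error 0.09, limma adjusted p = 0.031), and Eomes, the gene of TBR2, was 229.6 ± 12.6 (SD, n = 3) in air and 135 ± 50.9 (SD, n = 3) in hyperoxia, a change of −0.83 (standard error 0.22, limma adjusted p = 0.019). Both calls were weaker. Atf4 kept its call in 9 of the alternatives and in 1 of the 6 fits that leave out 1 library, the one without hyperoxia library 2, with adjusted p of 7.0e-04 to 0.13. Eomes kept its call in 11 of the alternatives, and lost it in limma without the trend (0.059), without air library 1 (0.079), 2 (0.056) or 3 (0.062) and without hyperoxia library 1 (0.072), in a range of 5.3e-04 to 0.079. Not called were Nfkb1, Pax6, Tbr1, Sox2 and Prox1. Nfkb1 was at 0.09 (limma adjusted p = 0.42), Pax6 at −0.20 (0.14), Tbr1 at −0.01 (0.97), Sox2 at 0.20 (0.10) and Prox1 at −0.42 (0.081). The length and GC correction called Pax6 (0.042, range 0.042 to 0.37), Sox2 (0.017, range 0.017 to 0.25) and Prox1 (0.0019, range 3.7e-04 to 0.25). Sox2, which lies within Sox2ot on the same strand, was also called without hyperoxia library 1 (0.048) and Prox1 without hyperoxia library 3 (3.7e-04).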

Among the immediate early genes, mRNA of activity-regulated cytoskeleton-associated protein (ARC), early growth response 1 (EGR1), and CCAAT/enhancer binding protein (C/EBP) were decreased with hyperoxia. 

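Arc (ENSMUSG00000022602.14) lies on chromosome 15 from 74669083 to 74672570 on the minus strand. Its normalized count was 5294, 5074 and 5436 in air libraries 1, 2 and 3 and 1850.1, 1646 and 1574 in hyperoxia libraries 1, 2 and 3, which gives 5268 ± 183 (SD, n = 3) in air and 1690.2 ± 143 (SD, n = 3) in hyperoxia. The log2 fold change of −1.64 (standard error 0.08, limma adjusted p = 4.7e-05) was the largest of the called genes of Tables 1 and 2 that each name a single gene, and stayed between −1.71 and −1.59 with each library left out. Egr1, on chromosome 18 from 34859823 to 34864984 on the plus strand, was 5579 ± 668 (SD, n = 3) in air and 3020.0 ± 641 (SD, n = 3) in hyperoxia, a change of −0.90 (standard error 0.15, limma adjusted p = 0.0028). The label C/EBP covers several genes, and 4 were examined. Cebpb was 299 ± 19.4 (SD, n = 3) in air and 134 ± 33.8 (SD, n = 3) in hyperoxia, a change of −1.18 (standard error 0.18, limma adjusted p = 0.0018). It overlaps Tmem189 on the other strand. Cebpa at −0.25, Cebpd at −0.20 and Cebpg at −0.28 were not called, with limma adjusted p of 0.15, 0.15 and 0.061. Leaving out hyperoxia library 3 called Cebpa (0.043, range 0.043 to 0.43) and Cebpg (0.048, range 0.0021 to 0.20), and the length and GC correction called Cebpg (0.0021). Arc, Egr1 and Cebpb were called under all 16 alternatives. In its discussion the paper gives the immediate early genes as increased in the hyperoxia group, and from that it proposes a rise of neuronal activity induced by hyperoxia in response to oxidative stress.

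**Figure D3:**
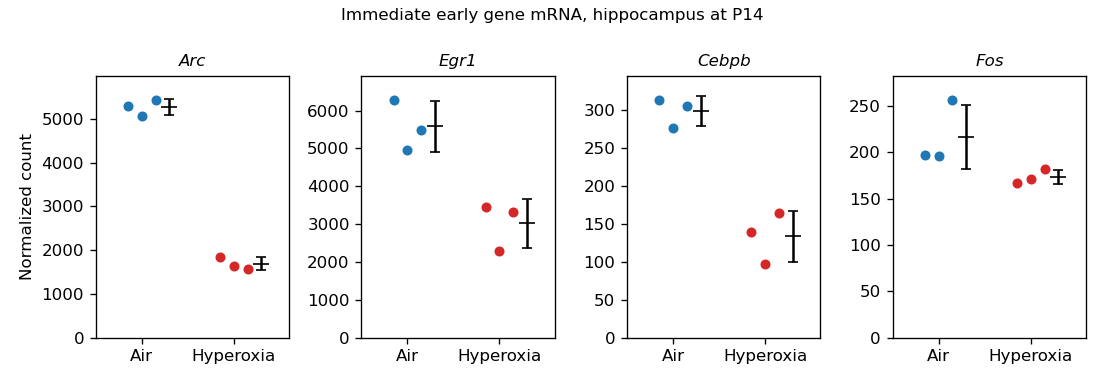
Normalized counts of 4 immediate early genes in the 3 air and 3 hyperoxia libraries (points), with the mean and SD of each group (bars). Arc lies between 1574 and 1850.1 in hyperoxia and between 5074 and 5436 in air, while Fos lies between 167 and 181 in hyperoxia and between 196 and 257 in air.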

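Fos (ENSMUSG00000021250.13), on chromosome 12 from 85473890 to 85477273 on the plus strand, had a normalized count of 217 ± 34.7 (SD, n = 3) in air and 173 ± 7.44 (SD, n = 3) in hyperoxia. The 3 hyperoxia values lay below the 3 air values, the smallest exact two-sided permutation p that 3 against 3 allow (0.1), but the log2 fold change of −0.31 (standard error 0.13, limma adjusted p = 0.11) was not called under any of the 16 alternatives, with adjusted p of 0.060 to 0.35.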

No difference in the mRNA expression level of fos proto-oncogene (FOS) was observed between the groups (Table 2).

### Bioinformatic Analysis of Differentially Expressed Hippocampal Proteins

#### Differentially Expressed Hippocampal Proteins Following Hyperoxia

Using a cut-off of ±1.5 fold-change with P-value < 0.05 (by analysis of variance), and a false discovery rate of 5%, we identified 225 hippocampal proteins that were differentially expressed in the hyperoxia-exposed mice compared to air-exposed mice. Of these 225 proteins, 193 proteins were increased, and 32 were decreased following hyperoxia. The heat map of the differentially expressed proteins is shown in Supplemental Fig. 1. The top 10 differentially expressed proteins in the oxygen-exposed group are listed in Table 3. The full list of upregulated proteins in hyperoxia-exposed mice and corresponding gene expression is shown in Supplemental Table 1. 

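Supplemental Table 1 as read here holds 191 distinct symbols of the 193 proteins the paper counts, and Supplemental Table 2 holds 32. Symbols were matched without regard to case, and older symbols through the reference gene table. Of the 191 symbols, 186 matched a gene tested in the hippocampal libraries. The mRNA was higher in hyperoxia for 102 of them and lower for 84, with a median log2 fold change of 0.05. Limma called 81 of these genes, 47 higher and 34 lower, and 2 of the called genes changed at least 2-fold.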

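For the proteins of Supplemental Table 2, all 32 symbols matched a gene tested. Grm7 is in both lists, as GRM7 with a protein value of 1.41 and as mGLU7 with −1.44. The mRNA was higher in hyperoxia for 19 and lower for 13 of these genes, with a median log2 fold change of 0.07. Of the 14 called by limma, 9 were higher and 5 lower, and 0 changed at least 2-fold.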

The list of downregulated proteins in hyperoxia-exposed mice and corresponding gene expression is shown in Supplemental Table 2. 

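Limma called 5425 of the 17778 genes tested, 2643 higher and 2782 lower in hyperoxia. Of the called genes, 4853 are protein-coding. At a change of at least 2-fold, 423 were higher and 277 lower. In 8197 of the genes tested (46.1%) the 3 hyperoxia values all lay on one side of the 3 air values, against 10% by chance. On the recovered reads, edgeR's quasi-likelihood test called 5501 genes and DESeq2 called 5611, of which 5327 and 5191 were also called by limma, all in the same direction. The count depended most on single libraries. It was 3048 without air library 1, 3087 without air library 2, 3378 without hyperoxia library 1 and 7756 without hyperoxia library 2. The paper's lists of genes changed at least 2-fold hold 20 genes in Supplemental Table 3 and 62 in Supplemental Table 4, and all matched a gene tested. All 20 genes of Supplemental Table 3 were lower in hyperoxia, with a median log2 fold change of −1.36, and all were called. All 62 genes of Supplemental Table 4 were higher, with a median of 1.61, and 61 were called. Among called genes whose groups did not overlap, the largest rises were in genes with few reads in air. Gm24245, a microRNA gene on chromosome 4 from 139338304 to 139338360 on the plus strand, had no reads in any air library and 28.9 ± 2.89 (SD, n = 3) normalized counts in hyperoxia, at least 9.69-fold higher against a floor of 3 reads per air library. Shox2 was 2.05 ± 2.05 (SD, n = 3) in air and 50.5 ± 41.7 (SD, n = 3) in hyperoxia, a log2 fold change of 4.07 (standard error 0.70, limma adjusted p = 0.0029), and its gene overlaps Rsrc1, a gene with higher counts on the other strand. Trbc2 was 3.01 ± 1.80 (SD, n = 3) in air and 61.5 ± 33.7 (SD, n = 3) in hyperoxia, a change of 3.85 (standard error 0.53, limma adjusted p = 0.0013). Bglap3 was 5.47 ± 5.08 (SD, n = 3) in air and 69.8 ± 13.6 (SD, n = 3) in hyperoxia, a change of 3.71 (standard error 0.48, limma adjusted p = 0.0010), and A830029E22Rik was 1.65 ± 0.56 (SD, n = 3) in air and 30.4 ± 19.2 (SD, n = 3) in hyperoxia, a change of 3.42 (standard error 0.50, limma adjusted p = 0.0016). The largest falls were in Gm8034 at −2.72, RP23-349H12.7 at −2.64, Capn11 at −2.64, Gm42730 at −2.48 and Gm25361 at −2.48. The standard errors of these falls were 0.28, 0.36, 0.74, 0.16 and 0.73, and the limma adjusted p were 4.6e-04, 0.0012, 0.025, 1.2e-04 and 0.029. Gm8034 and Gm42730 are pseudogenes, whose reads can be shared with their parent genes, and RP23-349H12.7 and Gm25361 overlap protein-coding genes on the same strand. Capn11 was 17.0, 89.5 and 229 in air libraries 1, 2 and 3 and 7.96, 10.2 and 14.5 in hyperoxia libraries 1, 2 and 3. It lost its call in limma without the trend (adjusted p 0.079), without air library 2 (0.091) or 3 (0.076) and without hyperoxia library 1 (0.081), in a range of 0.0038 to 0.091. Gm25361 lost it in limma without the trend (0.069) and without any 1 of the air libraries (0.091, 0.10 and 0.074), in a range of 0.0064 to 0.10.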

The list of differentially expressed genes in hyperoxia-exposed mice is shown in Supplemental Tables 3 and 4. The protein classes that are upregulated and downregulated by oxygen exposure are shown in Figs 1 and 2, respectively. The upstream and downstream signaling networks of AKT and ERK1/2 identified as altered by proteomic analysis are shown in Supplemental Figs 2 and 3, respectively.

**Table 3:** Top 10 Differentially Expressed Proteins in Hyperoxia-Exposed Mice (n = 5–6 per group, P vs. Air group).

Protein (Symbol)	Log Fold Change in Hyperoxia Group	P value
**Up-regulated Proteins**		
Proline rich coiled-coil 2 C (PRRC2C)	+2.42	0.0008
Nucleobindin 1 (NUCB1)	+2.32	0.006
Zinc finger protein 638 (ZNF638)	+2.32	0.003
Microtubule Affinity Regulating Kinase 2 (MARK2)	+2.20	0.0001
SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily D member 3 (SMARCD3)	+2.19	0.006
**Down-regulated Proteins**		
Teneurin transmembrane protein 2 (TENM2)	−1.86	0.01
Ankyrin 2 (ANK2)	−1.75	0.03
Late endosomal/lysosomal adaptor, MAPK and MTOR activator 3 (LAMTOR3)	−1.69	0.02
Embryonic lethal, abnormal vision like 1 (ELAVL1)	−1.68	0.02
Ubiquinol-cytochrome c reductase, complex III subunit 10 (UQCR10)	−1.67	0.01

**Figure 1:**
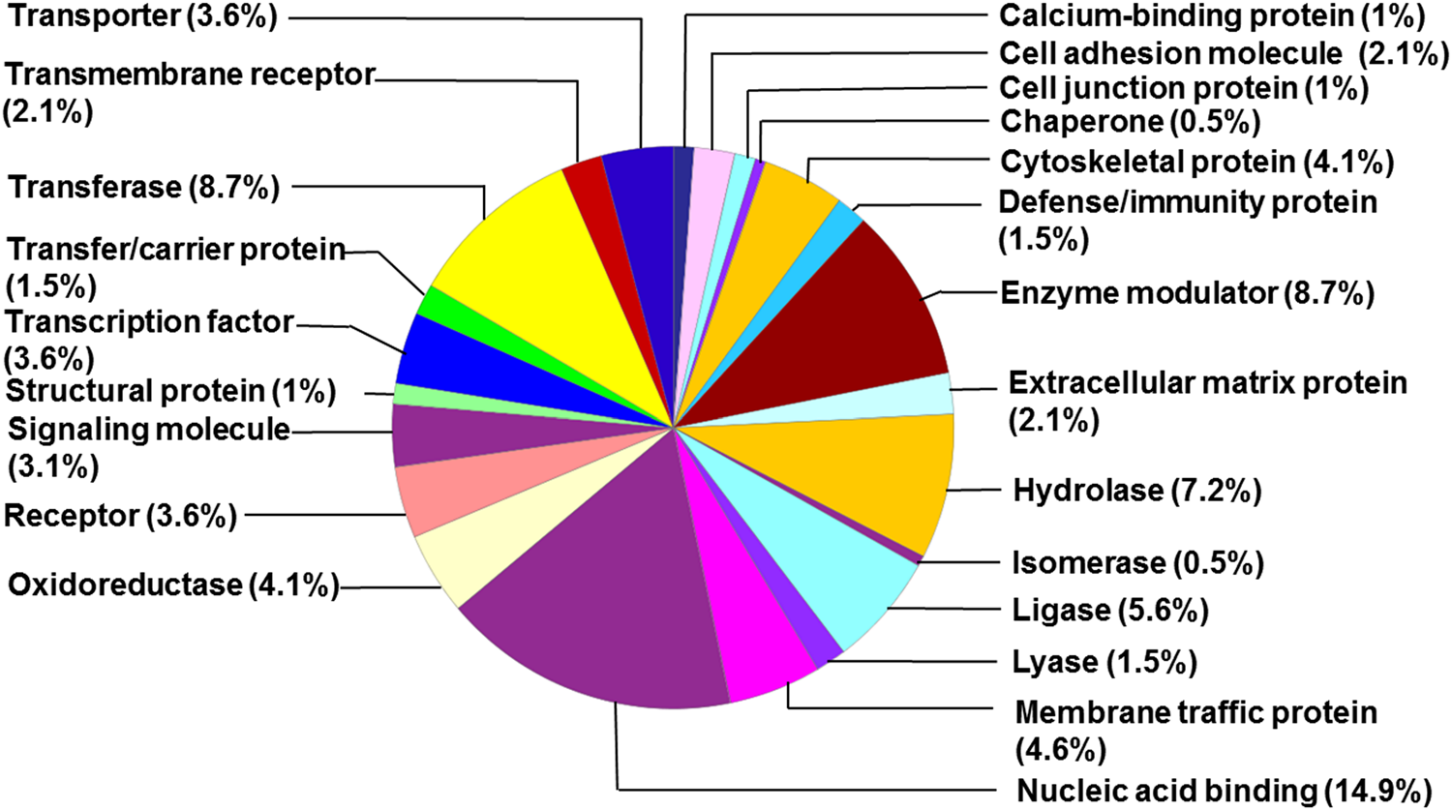
Distribution of upregulated hippocampal proteins by class in the hyperoxia-exposed group.

**Figure 2:**
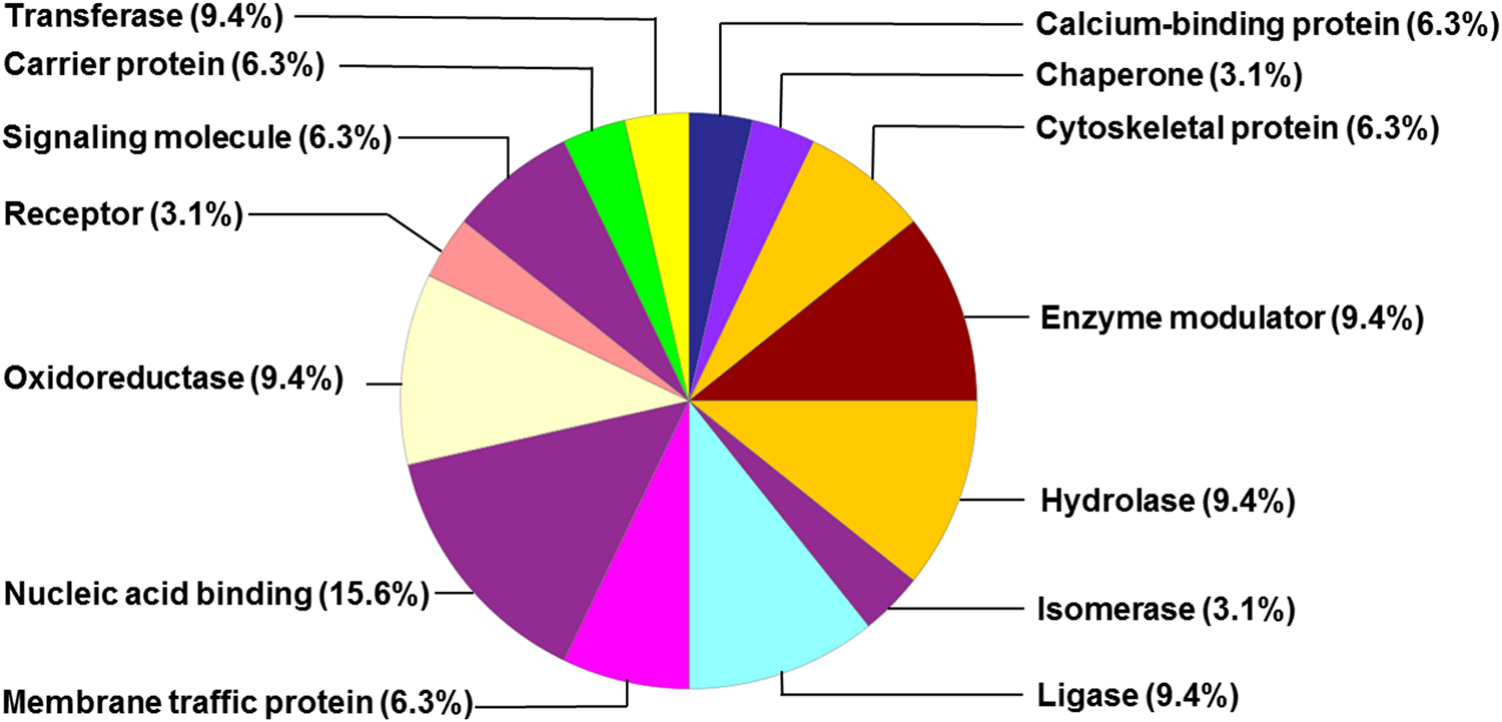
Distribution of downregulated hippocampal proteins by class in the hyperoxia-exposed group.

#### Hippocampal Biological Processes Modulated by Hyperoxia Exposure

Differentially expressed hippocampal proteins were predominantly involved in the cellular process, metabolic process, and protein localization (Figs 3 and 4). Among the upregulated proteins, functions of 54 (27.5%) proteins were related to cellular process, 44 (22.4%) were proteins related to metabolic process, and 21 (11%) were proteins related to localization process (Fig. 3). Among the downregulated proteins, functions of 10 (31.3%) proteins were related to cellular process, 7 (22.9%) were proteins related to metabolic process, and 4 (12.5%) were proteins related to localization process (Fig. 4).

**Figure 3:**
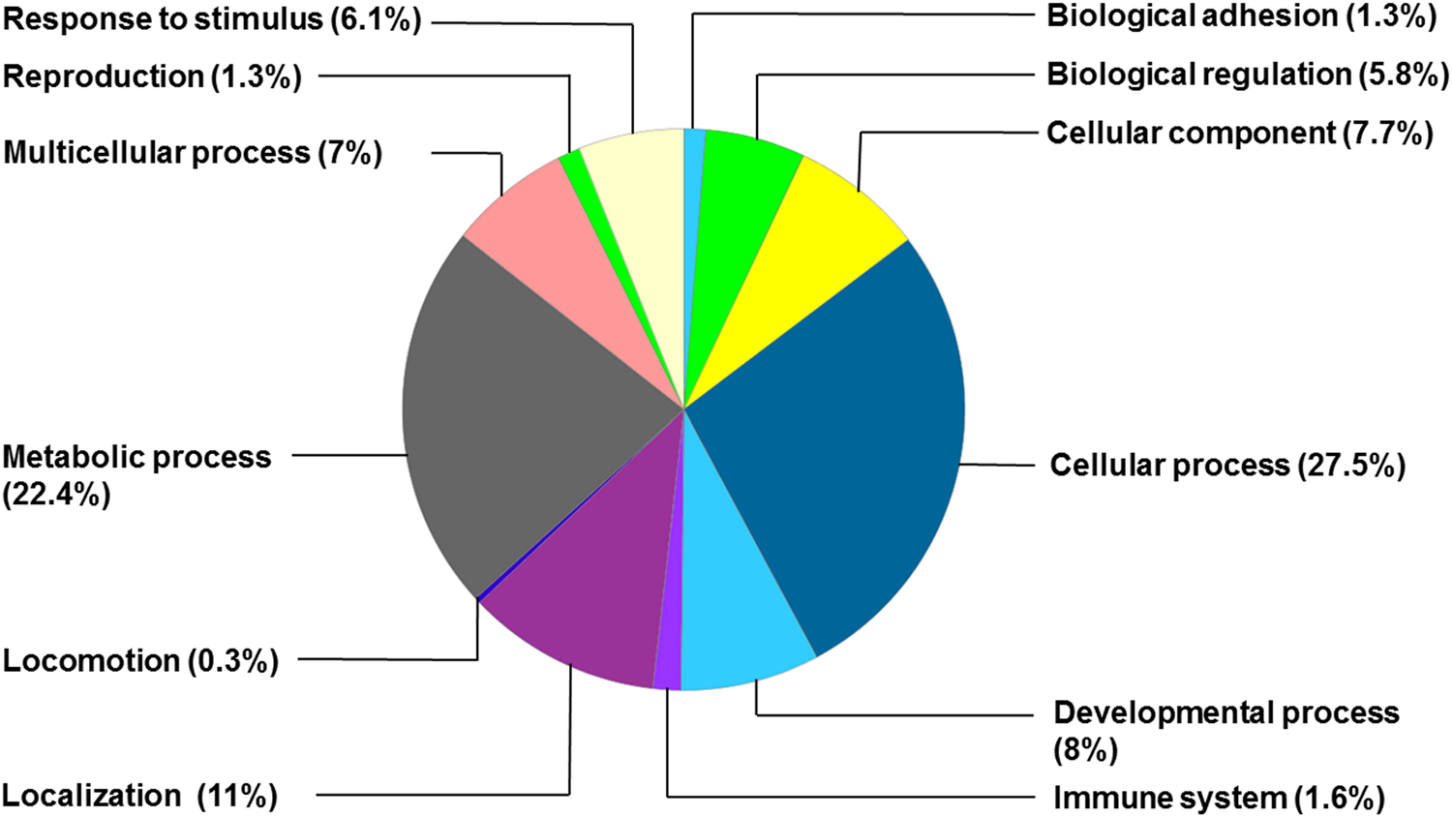
Distribution of upregulated hippocampal proteins by biological processes in the hyperoxia-exposed group.

**Figure 4:**
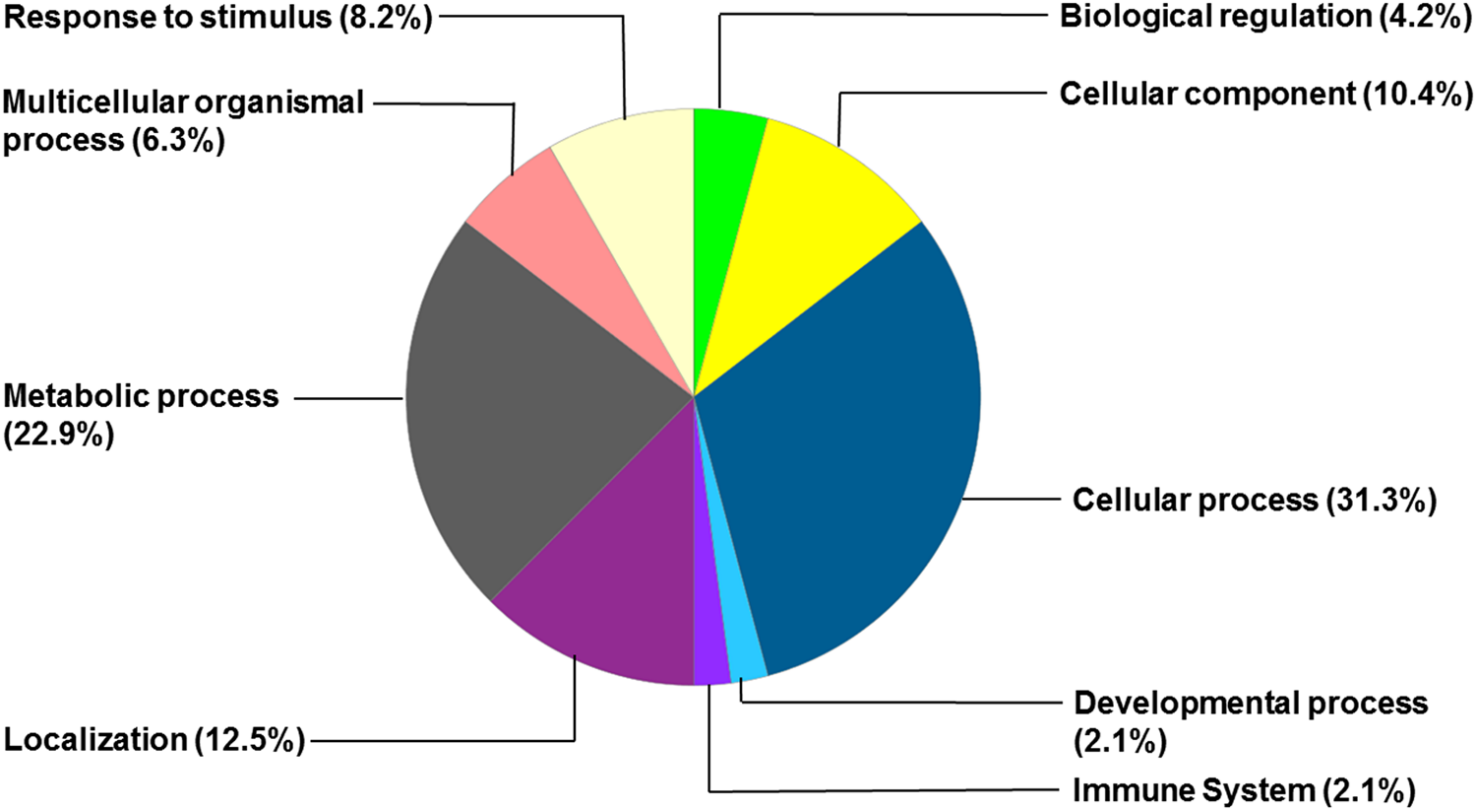
Distribution of downregulated hippocampal proteins by biological processes in the hyperoxia-exposed group.

#### Top Canonical Hippocampal Pathways Regulated by Hyperoxia Exposure

The top canonical pathways that were impacted by oxygen exposure are listed in Table 4. Bioinformatic analysis of differentially expressed proteins predicated that mitochondria function, eukaryotic initiation factor 2 (EIF2) signaling, oxidative phosphorylation, regulation of eukaryotic initiation factor 4 (EIF4)/ribosomal protein S6 kinase beta-1 (S6K1), peroxisome proliferator-activated receptor (PPAR)/retinoid X receptor (RXR) activation, nuclear factor like 2 (NRF2)-mediated oxidative stress response, and protein ubiquitination pathways were impacted in the hyperoxia-exposed group. Eighty-nine proteins were related to mitochondrial function, 102 related to EIF2 signaling, 59 related to oxidative phosphorylation, 73 proteins related to regulations of eIF4 and S6K1 signaling, 52 PPAR/RXR activation, 66 NRF2- mediated oxidative stress response, and 94 proteins related to protein ubiquitination pathway were differentially expressed in the hyperoxia-exposed group.

**Table 4:** Top Canonical Pathways Involved in Hyperoxia-Exposed Group by Ingenuity Pathway Analysis (n = 5 in Air group, 6 in Hyperoxia group, P = Hyperoxia vs. Air group).

Name	P-Value	Overlap (percentage; number of proteins differentially expressed/number of proteins in pathway)
Mitochondrial dysfunction	2.94E-33	52.0%, 89/171
Regulation of eukaryotic initiation factor 2 (EIF2) signaling	3.66E-32	46.2%, 102/221
Oxidative phosphorylation	1.16E-23	54.1%, 59/109
Regulation eukaryotic initiation factor 4 (EIF4) and ribosomal protein S6 kinase beta-1 (S6K1) signaling	1.23E-23	46.5%, 73/157
PPAR/RXR activation	9.53E-08	28.4%, 52/183
NRF2-mediated oxidative stress response	1.96E-08	26.9%, 66/245
Protein ubiquitination pathway	1.02E-19	35.5%, 94/265

#### Top Hippocampal Upstream Regulators Involved in Hyperoxia-Exposed Mice

The top upstream regulators for the differentially expressed proteins in the hyperoxia-exposed mice and corresponding gene expressions are shown in Table 5. Bioinformatic analysis of differentially expressed hippocampal proteins predicted microtubule-associated protein tau (MAPT), rapamycin-insensitive companion of mammalian target of rapamycin (RICTOR), amyloid precursor protein (APP), presenilin 1 (PSEN1) and MYC gene as the top upstream regulators associated with hyperoxia exposure (Table 5). 

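None of the genes Mapt, Rictor, App and Myc was called in the hippocampal libraries. Rictor (ENSMUSG00000050310.8), on chromosome 15 from 6708379 to 6800401 on the plus strand, was 1181 ± 124 (SD, n = 3) in air and 1617 ± 469 (SD, n = 3) in hyperoxia, and its log2 fold change of 0.41 (standard error 0.19, limma adjusted p = 0.12) was not distinguishable from the spread among the hyperoxia libraries. It was called without hyperoxia library 2 (adjusted p 5.0e-04) and by DESeq2 on the recovered reads (0.033), in a range of 5.0e-04 to 0.56. Myc was 404 ± 15.8 (SD, n = 3) in air and 346 ± 9.83 (SD, n = 3) in hyperoxia, a change of −0.22 (standard error 0.09, limma adjusted p = 0.089) that no alternative called, although the groups did not overlap. The changes of Mapt at 0.03 and App at 0.05 were smaller than their standard errors, with limma adjusted p of 0.75 and 0.68. App was called after the length and GC correction at −0.21 (0.043) and under quantile normalization at 0.27 (0.034), which have opposite signs, in a range of 0.034 to 0.94.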

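Creb1 (ENSMUSG00000025958.14), on chromosome 1 from 64532645 to 64604548 on the plus strand, had a normalized count of 2019.7 ± 50.4 (SD, n = 3) in air and 2009 ± 208 (SD, n = 3) in hyperoxia, and its log2 fold change of −0.01 (standard error 0.09, limma adjusted p = 0.92) was called only after the length and GC correction (0.0017, range 0.0017 to 0.99). Pdyn was 332 ± 23.7 (SD, n = 3) in air and 312 ± 7.59 (SD, n = 3) in hyperoxia, and its change of −0.09 (standard error 0.10, limma adjusted p = 0.53) was called under no alternative. Bdkrb1 was under the mean of 10 that the test required, with 2, 5 and 3 reads in air libraries 1, 2 and 3 and 0, 2 and 2 in hyperoxia libraries 1, 2 and 3. A difference was not detectable at this depth.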

Based on the differentially expressed genes, the bioinformatic analysis predicted CAMP Responsive Element Binding Protein 1 (CREB1), forskolin (cyclic AMP upregulator), calcium ion, bradykinin receptor B1 (BDKRB1), and prodynorphin (PDYN) as the top upstream regulators associated with hyperoxia exposure (Table 5).

**Table 5:** The Top Upstream Regulators in the Hyperoxia-Exposed Mice by Ingenuity Pathway Analysis (n = 5–6 per group, P vs. Air group).

Symbol	Molecule	P-value of overlap	Protein Log Fold Change in Hyperoxia (vs. Air)	P value	Gene Expression Log Fold Change in Hyperoxia (vs. Air)	P value
**Top Upstream Regulators Using Proteomics**						
MAPT	Microtubule-associated protein tau	4.60E-64	0.22	0.71	−0.03	0.82
RICTOR	Rapamycin-insensitive companion of mTOR	4.33E-59	NA	NA	−0.40	0.02
APP	Amyloid precursor protein	5.35E-40	0.02	0.96	−0.05	0.69
PSEN1	Presenilin-1	2.03E-39	NA	NA	+0.01	0.92
MYC	Myc proto-oncogene protein	3.44E-36	−0.48	0.29	+0.20	0.13
**Top Upstream Regulators Using Transcriptomics**						
CREB1	CAMP Responsive Element Binding Protein 1	1.32E-06	NA	NA	+0.006	0.970
Forskolin	(cyclic AMP upregulator)	3.60E-05	NA	NA	—	—
Ca2+	Calcium Ion	5.43E-05	NA	NA	—	—
BDKRB1	Bradykinin Receptor B1	2.09E-04	NA	NA	−0.41	0.13
PDYN	Prodynorphin	4.98E-04	NA	NA	+0.08	0.64

#### Effect of Hyperoxia on Hippocampal Levels of TrkB, AKT, and ERK2 at P14 and in Young Adult Mice (14 weeks of age)

Protein levels of total TrkB, total AKT and total ERK2 by immunoblotting were comparable at P14 in both hyperoxia-and air exposed group (Fig. 5a,b). However, at 14 weeks, the protein levels of total TrkB, total AKT, and total ERK2 were reduced in hyperoxia-exposed mice compared to air-exposed mice (Fig. 5a,c).

**Figure 5:**
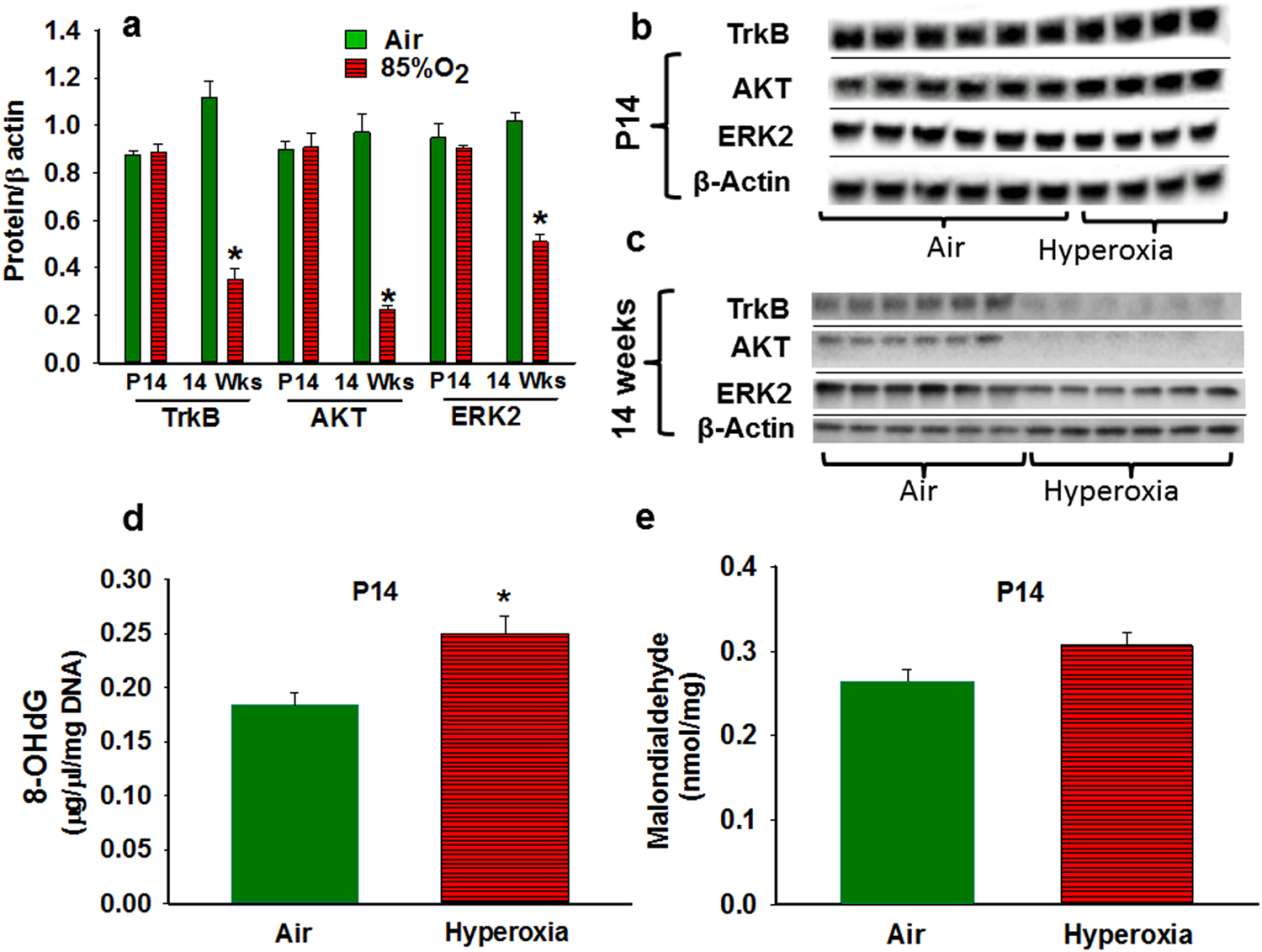
Effect hyperoxia on whole hippocampal TrkB, AKT, and ERK2 concentrations and oxidative stress markers. (**a**) Graphical representative of Western blot results from hippocampal samples of P14 and 14 weeks old mice. At P14, total TrkB, AKT, and ERK2 levels were not significantly different between air-and hyperoxia-exposed mice. At 14 weeks, TrkB, AKT, and ERK2 levels were decreased in the hyperoxia group. (**b**) Representative of hippocampal western blots from P14 mice exposed to Air (n = 6) or Hyperoxia (n = 4). The blots were obtained from different gels and pictures were taken with the same exposure. (**c**) Representative of hippocampal western blots from 14-week-old mice exposed to Air (n=) or Hyperoxia (n = 6). The blots were obtained from different gels and pictures were taken with the same exposure. (**d**) Graphical representative of 8-OHdG (oxidative DNA damage marker) ELISA results from P14 mice exposed to Air (n=) or Hyperoxia (n = 6). Hyperoxia-exposed mice had increased 8-OHdG in the hippocampus. (**e**) Graphical representative of malodialdehyde (MDA adducts: lipid peroxidation marker) ELISA results from P14 mice exposed to Air (n = ) or Hyperoxia (n = 6). No difference in MDA adducts were observed between the groups. In the panels a, d, and e; Air: solid green bars, Hyperoxia: solid red bars with horizontal stripes. *Represents p < 0.05; Air vs. Hyperoxia.

#### Effect of Hyperoxia on Oxidative Stress Markers, Proliferating cells, Reactive Astrocytes and Myelin Protein

Hyperoxia-exposed mice had increased 8-OHdG in the hippocampus (Fig. 5d). No difference in MDA adducts were observed between the groups (Fig. 5e). Compared to room air-exposed mice, hyperoxia-exposed mice had a reduction in the number of proliferative cells in the dentate gyrus (Fig. 6c). Hyperoxia-exposed mice had an increased in the percentage of GFAP stained area in the CA1 region (Fig. 6f) and decreased in the percentage of CNPase stained area in the CA1 region of the hippocampus (Fig. 6i) compared to the room-air exposed mice.

**Figure 6:**
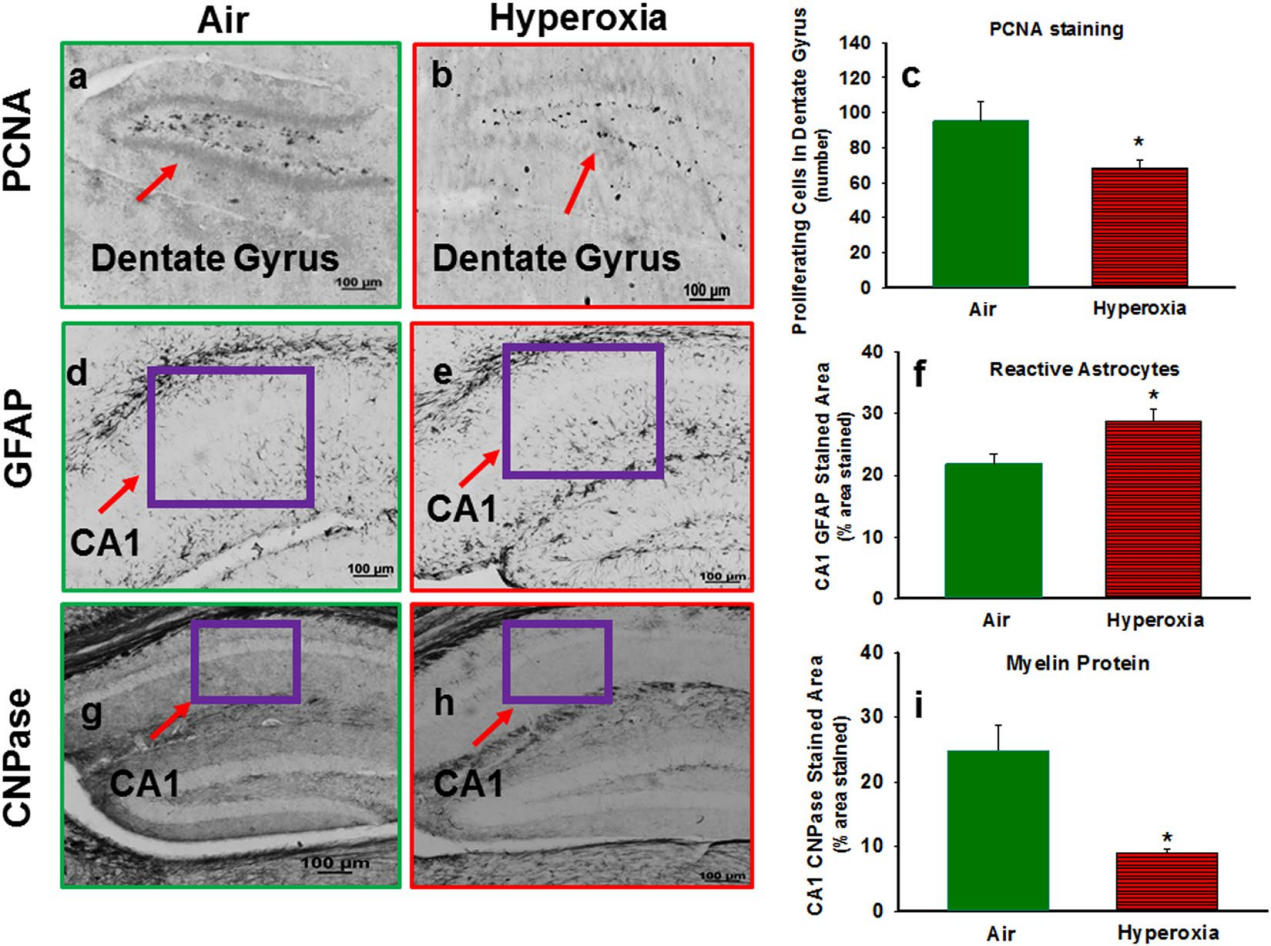
Histological assessment of effect hyperoxia on cell proliferation, reactive astrocytes and myelin protein. Photomicrographs of PCNA stained brain sections from P14 mice exposed to Air (**a**) or Hyperoxia (**b**). (**c**) Graphical representation of PCNA staining results; hyperoxia-exposed mice had a reduction in the number of proliferative cells in the dentate gyrus. Photomicrographs of GFAP stained brain sections from P14 mice exposed to Air (**d**) or Hyperoxia (**e**). (**f**) Graphical of representation GFAP staining results; hyperoxia-exposed mice had an increased in the percentage of GFAP stained area in the CA1 region. Photomicrographs of CNPase stained brain sections from P14 mice exposed to Air (**g**) or Hyperoxia (**h**). (**i**) Graphical representation of CNAPase staining results; hyperoxia exposed mice had decreased in the percentage of CNPase stained area in the CA1 region of the hippocampus. In the panels (c,f), and (i); Air: solid green bars, Hyperoxia: solid red bars with horizontal stripes. *Represents p < 0.05; Air vs. Hyperoxia.

## Discussion

This is the first animal study to demonstrate the impact of hyperoxia exposure on developing hippocampal signaling pathways and proteins required for learning and memory. Our novel observations were that supraphysiological oxygen exposure during a critical developmental period alters the levels of ligand-gated ion channels and signaling molecules that are essential for hippocampal-dependent learning and memory. Our proteomic analysis predicts that early life oxygen exposure results in hippocampal mitochondrial dysfunction and impairment of global protein synthesis and translation. These observations are clinically important because survivors following extreme preterm birth are at high risk of reduced hippocampal volume associated with memory and learning deficits, which is simulated by our animal model of neonatal hyperoxia exposure.

Our study has the strength of unbiased proteomic analysis of hippocampal tissue, using highly sensitive mass spectrometric methods, enabling simultaneous evaluation of multiple pathways and signaling molecules, rather than being limited to a few pre-selected targets and less quantitative methods such as immunoblotting. In addition to protein determination, we also measured the gene expression of molecules that are essential for learning and memory. The use of a novel newborn mouse model with a clear phenotype following oxidative stress injury is also a strength. This newborn mouse model can provide a framework for experimental investigation by which cellular and molecular therapeutic targets for oxidative stress-induced developmental brain disorders can be determined. This mouse model also mimics the poor initial growth and other organ system dysfunction seen in survivors of extreme preterm birth, including cardiopulmonary abnormalities. Hyperoxia-exposed mice had poor weight gain soon after hyperoxia exposure, but these differences disappeared when mice were evaluated at 8 weeks^19^. Hyperoxia-exposed mice also had abnormalities in lung structure and function which persisted into adult life^40^ despite no difference in pulse oximetry in ambient air observed at P14.

There are also certain limitations to this study. The protein analysis was performed from samples of whole right hippocampus instead from specific hippocampal subfields (such CA1, CA2, CA3, and dentate gyrus) which are known to play variable roles in learning and memory. The small size of the hippocampus at P14 was a major limitation and prevented analysis of specific hippocampal subfields. Even though the mass spectroscopic analysis we used is highly sensitive, the levels of brain derived neurotrophic factor (BDNF), and phospholipase C were undetectable in both groups. Furthermore, it is impossible to determine whether these oxygen-induced proteins changes were predominantly derived from neurons or glial cells or combination of both. It is highly likely that other regions of the brain (e.g. cerebellum, amygdala, corpus callosum and white matter tracts) are also impacted by hyperoxia exposure^41–43^. Our focus has so far been on the hippocampus due to its relevance to spatial and recognition memory, which we found were highly affected in our model. It is possible that connectivity of the hippocampus with other brain regions (e.g. entorhinal cortex) is also affected.

Mouse models are commonly used animal models to study human brain injury and cognitive dysfunction. Mouse models are cost- and- time effective, and reproducible. Newborn mice have highly efficient redox systems compared to human preterm infants. To overcome the redox system of the newborn mice and to mimic the prolonged hyperoxic environment faced by a subset of ex-utero preterm infants in the NICU, who later develop chronic lung disease (BPD) and other co-morbidities associated with prematurity, we used a higher magnitude of oxidative stress with higher concentrations (85% O2) and a longer duration (P2–14) of oxygen as described previously^19,20^. It is possible that intermittent hyperoxia of brief duration may be a better model of the clinical situation experienced by human preterm infants as the oxygen saturation is closely monitored and maintained within a relatively narrow target range, but the effects of brief intermittent hyperoxia exposure are probably more limited and subtle, difficult to evaluate, and would require new model development (to identify frequency, duration, and magnitude of exposure). Our model, although not a perfect simulation of the human preterm infant, adequately reproduces the hippocampal shrinkage and associated memory deficit^4,44^.

In the subsequent paragraphs, we discuss our findings in the order that they are shown in the Tables.

Metabotropic glutamate receptor 7 (GLU7: Group III mGLU receptors), a presynaptic receptor, potentiates the release of glutamate^45^ and is essential for the induction of long-term potentiation (LTP) at hippocampal Schaffer collateral-CA1 synapses^46^. In this study, hyperoxia reduced hippocampal GLU7 protein levels at P14. Studies have shown that mice lacking GLU7 receptors have deficits in spatial leaning memory^47^ and exhibit reduced anxiety-related behavior^48^ and fear^49^. We have previously shown that mouse pups exposed to oxygen showed reduced fear and anxiety when assessed at adult age^19^ consistent with anticipated findings of GLU7 deficiency.

Activation of GABA_A_ and GABA_B_ subunits results in hyperpolarizing influx of chloride and potassium ions respectively. In rodent models, over-activation of GABA_A_ and GABA_B_ receptors is known to cause learning and memory deficits, especially spatial navigation deficits, and the inhibition of GABA_A_^50^ and GABA_B_^51^ improves deficits in demyelination and vascular models of dementia. Studies have shown that reactive oxygen species increase the potency of GABA_A_, increase GABA_A_ receptor-mediated tonic current in hippocampal neurons in rodent oxidative stress models^52^, and modulates GABA_A_ function^53^. Our study showed that oxidative stress increases the expression of GABA_A_ receptors, specifically α3, α5, and ɤ2 subunits in the hippocampus. The reduction in GLU7 receptor and increase in GABA_A_ receptor subunits amounts in the hippocampus noted at P14 may negatively impact initiation and/or maintenance of postsynaptic depolarization required for the induction of long-term memory in adult life.

Supraphysiological levels of oxygen exposure downregulate TrkB/ERK/AKT signaling pathways with no significant impact on the expression levels of type I and II CAMK levels. Previous studies have shown that oxidative stress decreases TrkB, and antioxidant-induced TrkB activation mitigates oxidative stress-induced neuronal apoptosis^54,55^. In this study, reduced TrkB, ERK2, PKB (AKT), mTORC1, ribosomal protein S6, and EIF4E and increased PTEN protein levels in hyperoxic mice suggest that oxidant stress adversely affects multiple pathways necessary for long-term plasticity in the developing hippocampus. 

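A list of 39 immediate early genes was written before the data were examined, without Arc or any other gene of Supplemental Tables 3 and 4. It was tested as a set with camera from limma at a preset inter-gene correlation of 0.01. All 39 genes were tested, 9 of them higher and 30 lower in hyperoxia, and of the called genes 4 were higher and 17 lower. The median log2 fold change of the list was −0.29, with a camera adjusted p of 0.0014 over the 22 lists tested. The list holds Egr1, Jun, Bdnf and Fos, with Cebpb and Cebpd as candidates for C/EBP, whose values in the paper's tables had been seen. Without these 6 genes, a test chosen after the data were seen, the median of the other 33 was −0.24, with a camera adjusted p of 0.022. The call of the 39 genes held in the fry rotation test (adjusted p 0.026) but not in camera with the correlation estimated from the data (0.74), in a range of 6.3e-05 to 0.74 over the 18 alternatives set beforehand. Every hyperoxia library was below every air library in the mean of the list, but the 9 other splits of the 6 libraries into 3 and 3 gave between 6 and 11 of the lists an adjusted p under 0.05, so a list's p alone does not separate the groups. Within it, Npas4 (ENSMUSG00000045903.8) was 589 ± 73.4 (SD, n = 3) in air and 286 ± 39.1 (SD, n = 3) in hyperoxia, a change of −1.04 (standard error 0.13, limma adjusted p = 9.0e-04), and Fosb was 202 ± 34.1 (SD, n = 3) in air and 101 ± 3.05 (SD, n = 3) in hyperoxia, a change of −0.98 (standard error 0.15, limma adjusted p = 0.0018). Nr4a1 changed by −0.77 (standard error 0.10, limma adjusted p = 9.8e-04) and Junb by −0.63 (standard error 0.10, limma adjusted p = 0.0025), and these 4 genes were called under all 16 alternatives. Junb overlaps Prdx2 on the other strand.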

The increased expression levels of immediate early genes (BDNF, ARC, EGR1, and C/EBP) in the hyperoxia-exposed group suggest hyperoxia-induced increased neuronal activity in response to oxidative stress. Neuronal hyperactivity is known to accelerate the depletion of neural stem cells and impair the hippocampal neurogenesis^56^.

Our immunoblotting for TrkB, AKT, and ERK2 at 14d and 14 weeks indicated that protein amounts were not significantly different at 14d, although they were markedly reduced by at 14 weeks in hyperoxia-exposed mice. These results are in contrast to our proteomic data, which demonstrated reductions in TrkB, AKT, and ERK2 at 14d. It is possible that the proteomic analysis was more sensitive as compared to immunoblotting, or measure different epitopes of the protein. Regardless, the marked reductions in TrkB, AKT, and ERK2 at 14 weeks by immunoblotting indicate that the abnormalities in these signaling pathways induced by oxidative stress not only persist, but may become exaggerated over time.

Our results indicate that there is oxidative DNA damage (increased 8OHdG) in the hippocampus, although not associated with significant increases in lipid peroxidation. In addition, we found reductions of proliferating cell nuclear antigen (PCNA) in the dentate gyrus, associated with increases in glial fibrillary acidic protein (GFAP) and reductions in CNPase in the CA1 region, indicating reactive astrocytosis and reduced myelin protein. Combined with our previous studies indicating reductions of hippocampal volume^19^, these current data of oxidative damage and reduced cell proliferation with reactive astrocytosis and reduced myelin demonstrate structural hippocampal injury, in addition to the alterations in signaling pathways demonstrated by proteomic and transcriptomic analyses.

The pathophysiological processes by which oxidant stress negatively affects the multiple pathways involved in long-term plasticity are likely complex. Bioinformatics analysis of over-and under-expressed proteins suggests that oxygen exposure leads to mitochondrial dysfunction and global dysfunction in protein synthesis and translation. It is probable that even proteins that are not differentially expressed have differential post-translational modifications, resulting in deficits in protein function and coordination of signaling networks. 

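For 46 single-gene entries of Tables 1 and 2, the paper gives a protein fold change beside the mRNA. The log2 fold change of the mRNA in hyperoxia had the sign of the paper's protein value in 27 of them. Limma called the mRNA of 17, of which 11 had the sign of the protein and 6 had the opposite sign. Of the 12 entries whose protein P value in the paper is 0.05 or less, 4 had a called mRNA. Among these, that of Gabra3 went in the direction of the protein and that of Stx6 in the opposite direction. These directions follow the groups named in the deposited columns. With the 2 groups of columns exchanged, the mRNA would have the sign of the protein in 19 of the 46 entries and in 6 of the 17 called, and Gabra3 and Stx6 would change places. The mRNA of Grm7 and Ntrk2, whose proteins Tables 1 and 2 give as decreased, was not called. For Grm7 the paper's protein values conflict, since Supplemental Table 1 lists GRM7 as upregulated at 1.41 and Table 1 has −1.44. The counts here use the value of Table 1.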

We also observed that protein changes are not consistently associated with similar changes in gene expression profiles. It is possible that feedback mechanisms or post-translational effects mediated by microRNA or protein stability (protein degradation) may be responsible for the lack of association between protein and gene expression changes. Dysfunction in mitochondrial function^57^, protein synthesis, and degradation^58,59^, are implicated in the oxidative stress associated brain disorders such as Alzheimer’s and Parkinson’s disease. Some of the findings of our model are similar to those seen following reoxygenation after profound hypoxia-ischemia in animal models^60,61^, consistent with increases in reactive oxygen species being the underlying mechanism.

Our results suggest that strategies that focus on specific signaling pathways may not be very effective as multiple signaling pathways are involved. Clinical trials with therapies such as stem cells (NCT02434965), erythropoietin (NCT03079167) and allopurinol (e.g. NCT03162653) that have more global effects are ongoing and results are anticipated shortly.

## Conclusion

Oxygen exposure alters the expression of hippocampal proteins involved in multiple signaling pathways and induces mitochondrial and global protein dysfunction. Additional mechanistic electrophysiology studies evaluating synaptic plasticity are required to determine molecular and functional correlations and underlying mechanisms by which early hyperoxia exposure leads to long-term sequelae.

## Electronic supplementary material

Supplemental Figures

# Supplementary material for: Supraphysiological Levels of Oxygen Exposure During the Neonatal Period Impairs Signaling Pathways Required for Learning and Memory
**Source:** Sci Rep. 2018 Jul 2;8:9914. doi: 10.1038/s41598-018-28220-4
**Supplement:** Supplementary file 1 — Supplemental Figures

Title: Supraphysiological Levels of Oxygen Exposure During the Neonatal Period Impairs Signaling Pathways Required for Learning and Memory

Abbreviated title: Oxygen-Induced Hippocampal Signaling Impairment

Author names and affiliations:

*Manimaran Ramani MD1, Ranjit Kumar PhD2, Brian Halloran MS1, Charitharth Vivek Lal MD1, Namasivayam Ambalavanan MD1, 3, and Lori L McMahon PhD3, 4

**Supplemental Fig 1**: Hierarchical clustering of differentially expressed hippocampal proteins in room air vs hyperoxia exposed mice. Dendrogram above the heat map depicts hierarchical clustering of the samples (Room air shown as green, hyperoxia samples red). Cluster distance is based on the average distance between all the pairs of objects in the two clusters. Dendrograms for differentially expressed proteins are shown on the left side of the heat map. In the heat maps, red shows increased expression, blue indicates decreased expression, Expression value intensities are illustrated by color with a range of 0.5 to 3 on a log scale.

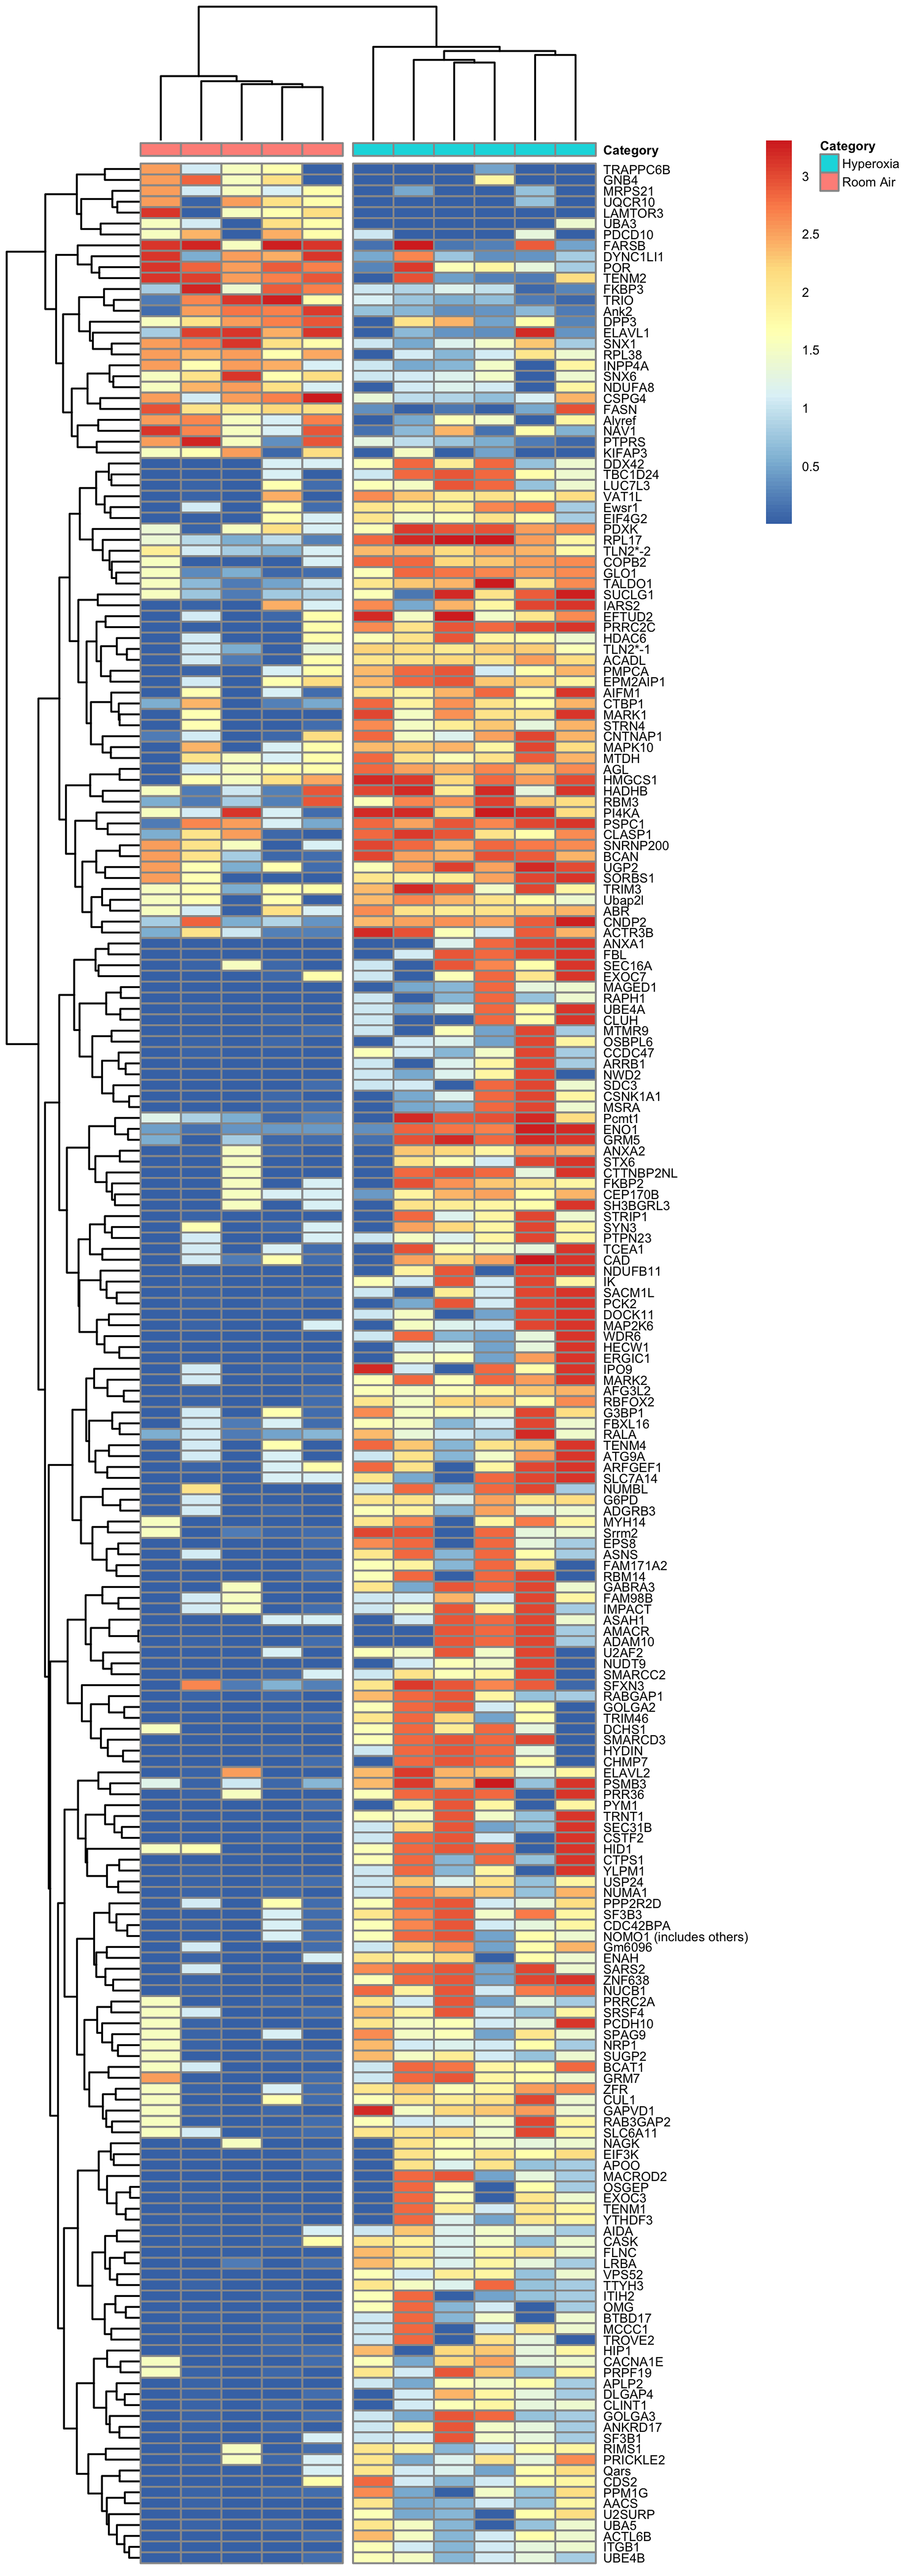

**Supplemental Fig 2:** The upstream and downstream signaling networks of AKT by proteomic analysis.

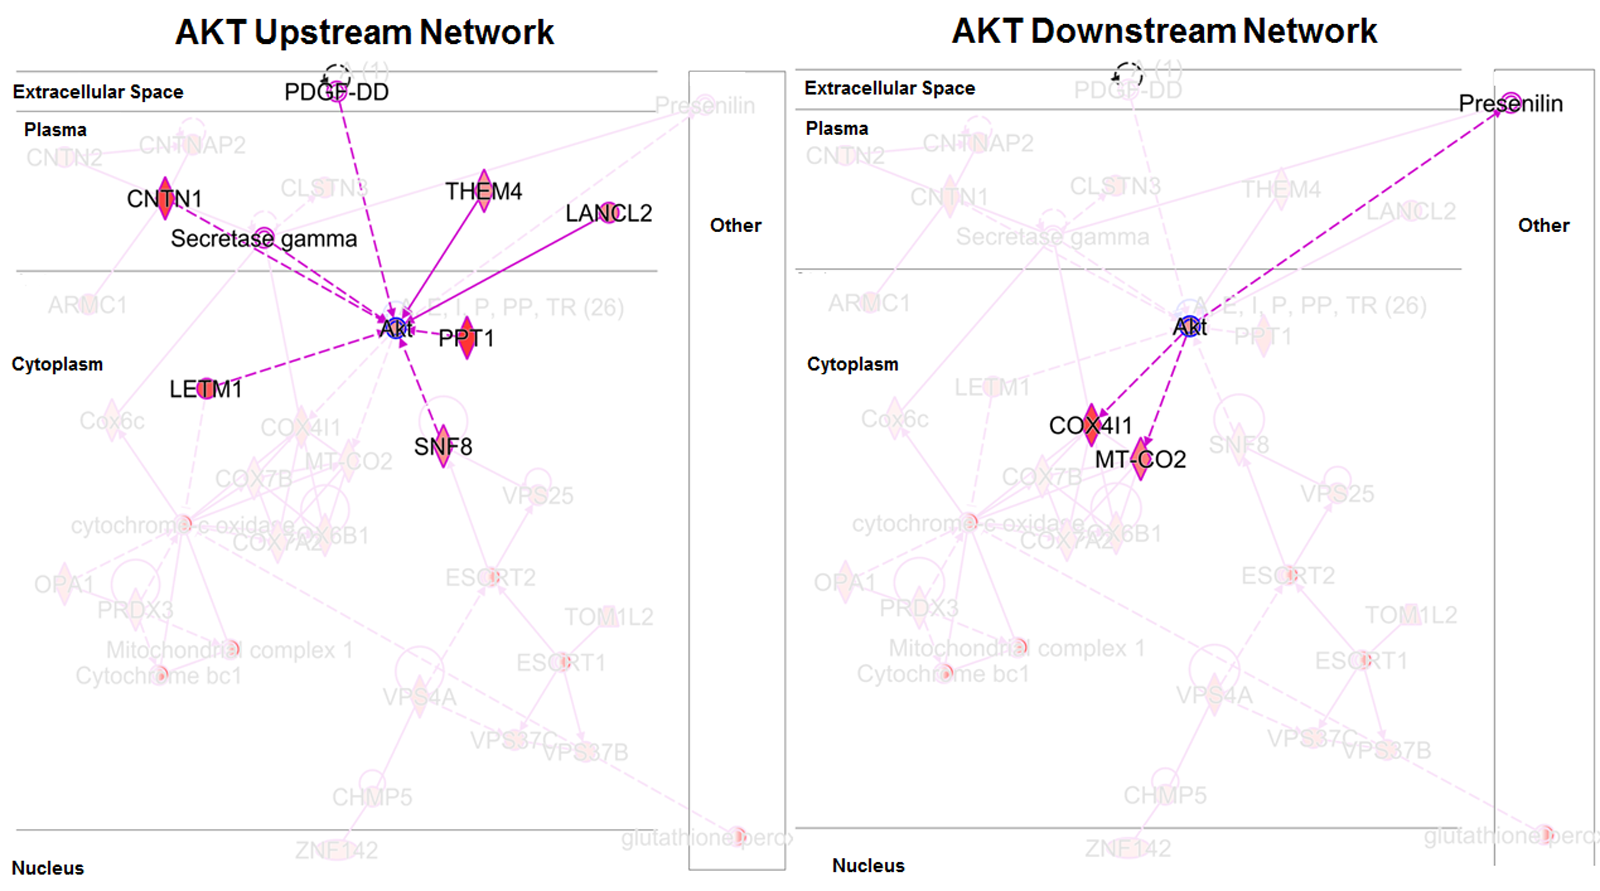

**Supplemental Fig 3:** The upstream and downstream signaling networks of ERK by proteomic analysis.

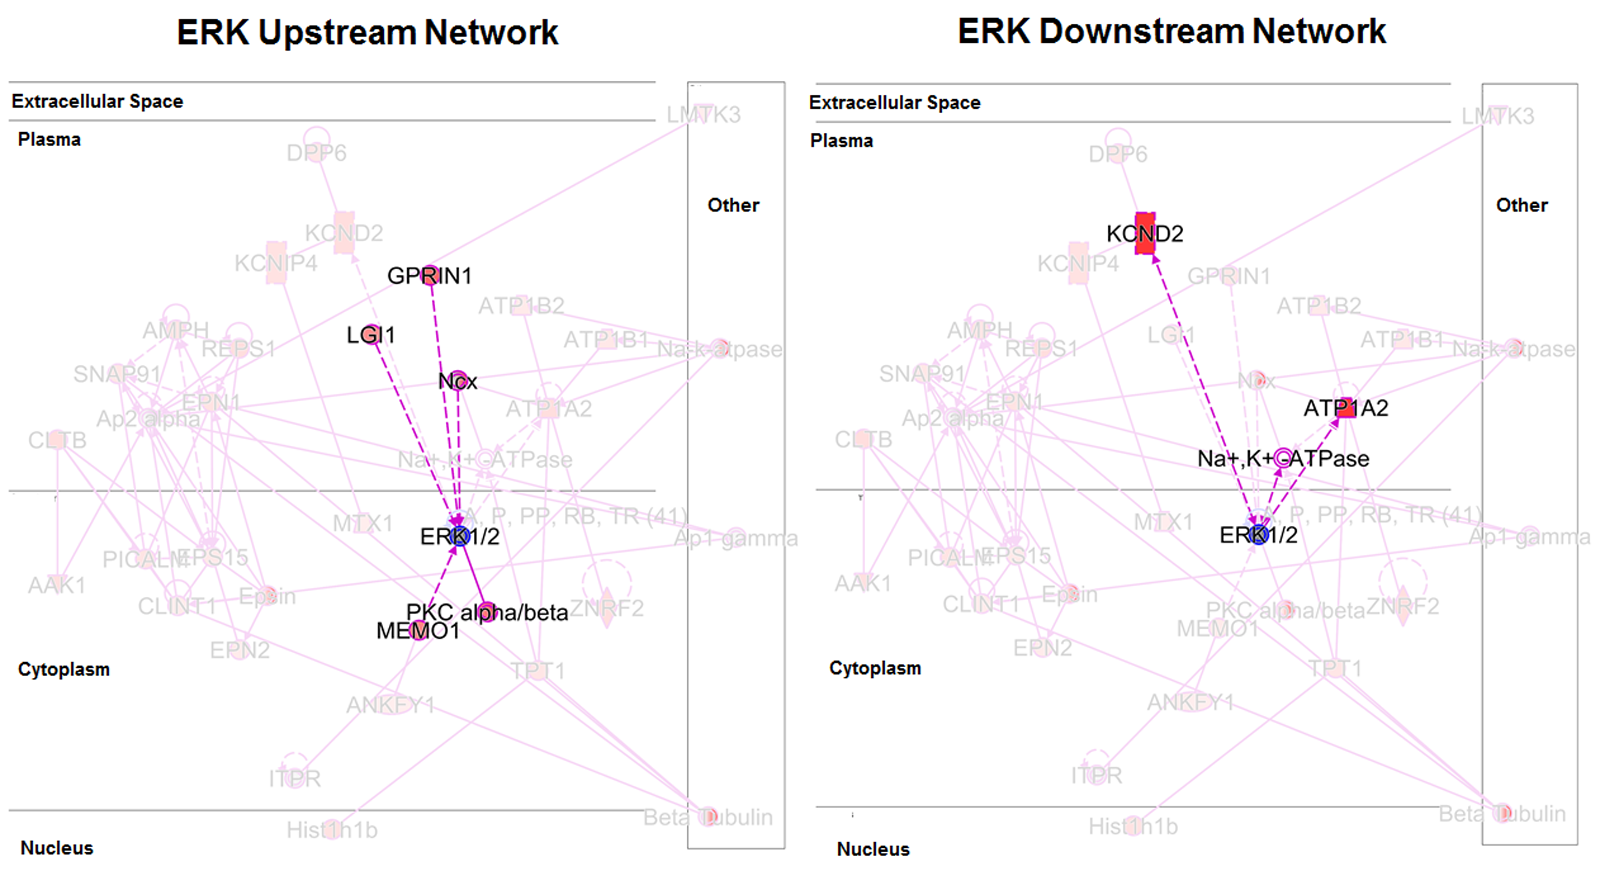

**Supplemental Table 1:** Upregulated Proteins (n=5 in Air group, 6 in Hyperoxia group) and Corresponding Gene Expression in Hyperoxia-Exposed Mice (n=3 in Air group, 3 in Hyperoxia group)

**Supplemental Table 2:** Downregulated Proteins (n=5 in Air group, 6 in Hyperoxia group) and Corresponding Gene Expression in Hyperoxia-Exposed Mice (n=3 in Air group, 3 in Hyperoxia group)

| **Symbol** | **Molecule** | **Protein**  **Log Fold Change in Hyperoxia (vs. Air)** | **P value for protein change** | **Gene Expression**  **Log Fold Change in Hyperoxia (vs. Air)** | **P value for gene expression change** |
| --- | --- | --- | --- | --- | --- |
| TENM2 | Teneurin transmembrane protein 2 | -1.86 | 0.01 | -0.27 | 0.15 |
| Ank2 | Ankyrin 2, brain | -1.75 | 0.03 | **-0.31** | **0.01** |
| LAMTOR3 | Late endosomal/lysosomal adaptor, MAPK and MTOR activator 3 | -1.69 | 0.02 | -0.04 | 0.79 |
| ELAVL1 | ELAV like RNA binding protein 1 | -1.68 | 0.02 | -0.21 | 0.06 |
| UQCR10 | Ubiquinol-cytochrome c reductase, complex III subunit X | -1.67 | 0.01 | -0.25 | 0.15 |
| FARSB | Phenylalanyl-tRNA synthetase beta subunit | -1.64 | 0.04 | -0.11 | 0.40 |
| TRIO | Trio Rho guanine nucleotide exchange factor | -1.63 | 0.04 | -0.10 | 0.56 |
| FASN | Fatty acid synthase | -1.57 | 0.01 | **-0.23** | **0.03** |
| GNB4 | G protein subunit beta 4 | -1.50 | 0.03 | **-0.36** | **0.004** |
| PTPRS | Protein tyrosine phosphatase, receptor type S | -1.49 | 0.04 | +0.08 | 0.63 |
| FKBP3 | FK506 binding protein 3 | -1.46 | 0.03 | +0.11 | 0.31 |
| DYNC1LI1 | Dynein cytoplasmic 1 light intermediate chain 1 | -1.44 | 0.04 | **-0.24** | **0.01** |
| MRPS21 | Mitochondrial ribosomal protein S21 | -1.38 | 0.003 | **+0.29** | **0.01** |
| mGLU7 | Glutamate Receptor, Metabotropic 7 | -1.44 | 0.01 | -0.03 | 0.89 |
| POR | Cytochrome p450 oxidoreductase | -1.34 | 0.01 | **+0.40** | **0.0003** |
| ERK2 | Extracellular Signal-Regulated Kinase 2 | -1.33 | 0.02 | +0.16 | 0.10 |
| NAV1 | Neuron navigator 1 | -1.32 | 0.03 | **-0.33** | **0.02** |
| RPL38 | Ribosomal protein L38 | -1.28 | 0.01 | **-0.44** | **0.02** |
| TRAPPC6B | Trafficking protein particle complex 6B | -1.28 | 0.03 | **+0.33** | **0.0008** |
| KIFAP3 | Kinesin associated protein 3 | -1.26 | 0.03 | -0.18 | 0.17 |
| PDCD10 | Programmed cell death 10 | -1.22 | 0.04 | +0.25 | 0.02 |
| ALYREF | Aly/REF export factor | -1.20 | 0.03 | +0.16 | 0.26 |
| SNX1 | Sorting nexin 1 | -1.20 | 0.007 | +0.21 | 0.08 |
| CSPG4 | Chondroitin sulfate proteoglycan 4 | -1.20 | 0.02 | **-0.37** | **0.02** |
| EIF4E | Eukaryotic translation initiation factor 4e | -1.18 | 0.008 | **+0.34** | **0.04** |
| DPP3 | Dipeptidyl peptidase 3 | -1.18 | 0.04 | **-0.37** | **0.004** |
| INPP4A | Inositol polyphosphate-4-phosphatase type I A | -1.15 | 0.01 | -0.15 | 0.12 |
| TrkB | Tropomyosin receptor kinase B | -1.09 | 0.04 | +0.01 | 0.96 |
| NDUFA8 | NADH:ubiquinone oxidoreductase subunit 8 | -1.07 | 0.02 | +0.22 | 0.15 |
| SNX6 | Sorting nexin 6 | -1.07 | 0.01 | -0.08 | 0.55 |
| UBA3 | Ubiquitin like modifier activating enzyme | -1.04 | 0.04 | **+0.19** | **0.05** |
| PKB-Akt3 | Protein kinase B | -1.03 | 0.02 | **-0.71** | **1.52E-07** |

**Supplemental Table 3:** Upregulated Genes in Hyperoxia-Exposed Mice (n=3/Group, P= Hyperoxia vs. Air group)

| **Symbol** | **Molecule** | **Gene Expression**  **Log Fold Change in Hyperoxia (vs. Air)** | **P value for gene expression change** |
| --- | --- | --- | --- |
| ARC | Activity-regulated cytoskeleton-associated protein | +1.51 | 5.1E-36 |
| PLA2G2F | Group IIF secretory phospholipase A2 | +1.25 | 9.09E-09 |
| HTRA4 | Serine protease HTRA4 | +1.21 | 2.81E-08 |
| NDUFA1 | NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 1 | +1.18 | 1.53E-18 |
| DDT | D-dopachrome decarboxylase | +1.17 | 8.82E-13 |
| PRRT1 | Proline-rich transmembrane protein 1 | +1.15 | 5.33E-14 |
| CARNS1 | Carnosine synthase 1 | +1.15 | 7.62E-16 |
| DNASE1L2 | Deoxyribonuclease-1-like 2 | +1.15 | 2.9E-12 |
| SNCG | Gamma-synuclein | +1.12 | 1.03E-07 |
| ESPN | Espin | +1.12 | 2.26E-08 |
| MAL | Myelin and lymphocyte protein | +1.09 | 4.37E-07 |
| KCNC3 | Potassium voltage-gated channel subfamily C member 3 | +1.08 | 5.29E-12 |
| TM6SF2 | Transmembrane 6 superfamily member 2 | +1.06 | 2.11E-07 |
| KLK10 | Kallikrein j | +1.06 | 9.92E-07 |
| KRT9 | Keratin, type I cytoskeletal 9 | +1.05 | 2.4E-11 |
| GRASP | General receptor for phosphoinositides 1-associated scaffold protein | +1.05 | 2.78E-20 |
| CHGB | Chromogranin B | +1.02 | 9.14E-21 |
| SLIRP | SRA stem-loop-interacting RNA-binding protein | +1.02 | 1.53E-10 |
| ATP6V0C | V-type proton ATPase 16 kDa proteolipid subunit | +1.02 | 3.95E-21 |
| TNFRSF25 | Tumor necrosis factor receptor superfamily, member 25 | +1.00 | 8.02E-06 |

**Supplemental Table 4:** Downregulated Genes in Hyperoxia-Exposed Mice (n=3/Group, P= Hyperoxia vs. Air group)

How the deposited data were processed for this re-analysis (not part of the article)

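RNA from the left hippocampus of 3 mice kept in air and 3 mice kept in 85% oxygen from P2 to P14 was sequenced at P14, 1 library per mouse. The deposited columns give the group and a number from 1 to 3, which is not the number of an animal. Each column was therefore used as a replicate of its group, and no mouse was named. The paper exposed dams together with their pups and does not give the litter of each mouse. The tests treat the mice of a group as independent, which would not hold for mice of the same litter. The protein measurements of the paper (5 mice in air and 6 in hyperoxia) were not analysed here, and their values are the paper's.

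The authors deposited 2 tables. In the first, the signal of each gene and library is a read count that the authors divided by 1 size factor per library, by its name with DESeq2. The second is the authors' deposited table of room air against 85% oxygen, with 19603 genes. Its name has the word oil for both groups, and no use of oil in the exposure is described in the text of the paper. Its log2 fold changes and their standard errors, and its p-values and adjusted p-values, were made by the authors with DESeq2 by its name. The authors' deposited table also has 2 columns that are a score here, the mean count per gene and the Wald statistic. That mean lay within 1% of the mean of the 6 deposited columns for 12.9% of 14094 genes with a mean of at least 50, with a median difference of 4.27%, so which libraries entered that fit is not known. No standard error in it was above 0.225. The aligner, the counting program, whether it used the strand, the genome build and the annotation are not given in the sources used here. The libraries were strand-specific and made from polyA RNA.

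The deposited values of each library were whole multiples of the value of 1 read (100% within 0.01 of a whole number), so the reads were recovered, from 30384052 to 38746972 reads on genes per library. The median tested gene had between 449 and 576 reads per library, so the spread between mice and not the counting error set the precision for most genes. Pairs of replicates differed by more than sampling noise, with a chi-square per gene from 7.79 to 58.73, so none was counted as a repeat of another. The 10 genes with most reads took 10.63%, 10.9% and 10.49% of the reads in air libraries 1, 2 and 3 and 8.21%, 10.38% and 7.74% in hyperoxia libraries 1, 2 and 3. The first principal component of the log2 values held 52.7% of the variance and parted the groups, and the second held 19.53%.

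Of 24935 genes, 17778 with a mean deposited value of at least 10 were tested, of which 14931 are protein-coding. The test was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2 of the deposited value plus 1, hyperoxia minus air, with Benjamini-Hochberg adjustment and a threshold of 0.05. A count test was not the main test, because the deposited values are normalized and not raw counts. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 (Wald test) were run as alternatives and called 5501 and 5611 genes. The other alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 50, quantile normalization, TMM scaling, limma without the trend, each library left out in turn, and the removal of each library's smooth trend on transcript length and GC content (mgcv 1.9.3), which 17735 genes with a length allowed. Fold changes on the log2 scale of the value plus 1 understate the change of genes with low values. Single outlying libraries were not tested for, since 3 per group are too few. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. All of these choices, the gene lists and the rule for the genes named were made before the data were examined. Transcript lengths, GC content and positions came from GENCODE release M21 on GRCm38, in which 99.68% of the gene identifiers were found.

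The genes named are those with a gene expression value in Tables 1, 2 and 5 of the paper, with every candidate gene where the paper's name covers several, and also Akt1 and Akt2. To these were added the 5 called genes with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap, Gfap, Cnp and Pcna, whose proteins the paper stained, and Fosb, Junb, Npas4 and Nr4a1. The values of the paper's tables had been seen when the rule was written. Some of these genes are not reported here. Of the 99 genes named, 45 overlap another gene of the table, and reads at such places can belong to either where counting did not use the strand.

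The 22 gene lists were written from general knowledge, without genes of Supplemental Tables 3 and 4. Some hold genes of Tables 1, 2 and 5, and after the data were seen the lists were also tested without these. They cover astrocytes, CA1 pyramidal cells, CA3 pyramidal cells, choroid plexus, cytosolic ribosomal proteins, dentate granule cells, endothelial cells, GABAergic interneurons, hypoxia-inducible factor targets, immature granule cells, immediate early genes, microglia, mitochondrial genome-encoded genes, neocortex, NRF2 targets, oligodendrocyte precursors, oligodendrocytes, nuclear-encoded oxidative phosphorylation genes, proliferating cells, subiculum, thalamus and translation initiation factors. Each was tested with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. The fry rotation test and camera with an estimated correlation were the alternatives. The symbols of Supplemental Tables 1 to 4 were matched through gene symbols and older names.

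The steps were tested on simulated data for the same comparison, with counts drawn for 17735 genes from the real means and spreads and 200 genes changed 2-fold. Limma recovered 160 of them (80%), none in the wrong direction, with 13 false calls. On the same data edgeR recovered 158 with 17 false calls, and DESeq2 159 with 26. With a simulated length trend that parts the groups it made 3423 false calls, and 16 after the length and GC correction. Camera gave the raised list an adjusted p under 0.05 and called 0 of 20 unchanged lists. Simulated genes vary independently, so that count does not cover lists whose genes vary together.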

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

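The tests on the oligodendrocyte genes and the count over other splits of the libraries for the gene lists were chosen only after the results were seen, as was the test of the immediate early gene list without the genes of the paper's tables. The genes and lists below stood apart from the air libraries and are outside those the paper discusses, except that the immediate early gene list holds Egr1, Jun, Bdnf, Fos and Cebpb and the dentate list holds Prox1, whose mRNA the paper reports, and the oligodendrocyte list holds Cnp, whose protein CNPase the paper stained and discusses.

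Most immediate early genes that the paper does not name were lower in hyperoxia. Npas4 was at −1.04, Fosb at −0.98, Nr4a1 at −0.77 and Junb at −0.63 on the log2 scale, with limma adjusted p of 9.0e-04, 0.0018, 9.8e-04 and 0.0025. In each of them all 3 hyperoxia libraries were below all 3 air libraries. The list of 39 immediate early genes had a median of −0.29 (camera adjusted p 0.0014), with 30 lower and 9 higher. It holds no gene of Supplemental Tables 3 and 4, so it lacks Arc at −1.64 and also Ier3 at 1.79 and Apold1 at 2.43. Without the 6 genes of the paper's tables, 24 were lower and 9 higher, with a median of −0.24 (camera adjusted p 0.022). The list did not move as 1, since 4 of its genes were called higher, Maff at 1.08, Klf4 at 0.97, Sik1 at 0.70 and Fosl2 at 0.49, with limma adjusted p of 0.0044, 0.0020, 0.0018 and 0.0044. These 4 are named here after their values were seen. A length or GC trend as the whole cause is argued against by the correction for both, after which the 4 genes were still called and 4504 of the 5425 calls among all genes were kept. Junb overlaps Prdx2 on the other strand, whose mean normalized count rose from 3825.2 to 4874 and so moved the other way. A response to the exposure, a difference in handling before the tissue was taken, and an exchange of the group labels stay open. The first 2 were not tested. The exchange cannot be told apart from the others, because the list of hypoxia-inducible factor targets, on which its test rests, was not called (camera adjusted p 0.649).

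The largest rises were in genes with few reads in air. Gm24245, at 4.90 in the fit, had 0 reads in every air library, and its hyperoxia libraries gave a value at least 9.69-fold higher than a floor of 3 reads per library. It is annotated as a microRNA gene, and the libraries were made from polyA RNA. Shox2 rose by 4.07, with normalized counts of 0.00, 2.04 and 4.11 in air libraries 1, 2 and 3 and 23.0, 98.5 and 29.9 in hyperoxia libraries 1, 2 and 3. Trbc2 rose by 3.85, with 1.88, 5.09 and 2.05 in air libraries 1, 2 and 3 and 86.6, 74.7 and 23.2 in hyperoxia libraries 1, 2 and 3. A830029E22Rik rose by 3.42, with 1.88, 1.02 and 2.05 in air libraries 1, 2 and 3 and 52.1, 15.8 and 23.2 in hyperoxia libraries 1, 2 and 3. The hyperoxia libraries differed from each other several-fold in Shox2, Trbc2 and A830029E22Rik, so the size of these rises rests on few libraries. Each of the 4 calls held under the 15 alternatives that tested it. The setting with a mean of at least 50 tested none of these 4 genes. In the authors' deposited table Gm24245 is at −0.158 with a DESeq2 adjusted p of 0.159, so it is not called there. Trbc2 and A830029E22Rik are, with DESeq2 adjusted p of 0.0063 and 8.2e-04. Depth does not account for the rises, since hyperoxia library 2 had the fewest reads of all. Shox2 belongs to the thalamus list, and tissue from a neighbouring region is a candidate explanation for it (camera adjusted p 0.005198 for that list, Shox2 included). For the other 3 genes no cell type or tissue was tested, and a response to the exposure stays open for all 4.

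The largest falls were Gm8034 at −2.72, RP23-349H12.7 at −2.64, Capn11 at −2.64, Gm42730 at −2.48 and Gm25361 at −2.48. Capn11 rests on single libraries, with air values of 17.0, 89.5 and 229 normalized counts. It was not called without air library 2 (−2.47), without air library 3 (−1.80), without hyperoxia library 1 (−2.45) or in limma without the trend, with adjusted p from 0.0038 to 0.091 over the alternatives. Gm25361 was not called without air library 1 (−2.52), 2 (−2.37) or 3 (−2.53) or in limma without the trend, with adjusted p from 0.0064 to 0.10. Gm42730 was called under all 16 alternatives, and Gm8034 and RP23-349H12.7 under all 15 that tested them. The setting with a mean of at least 50 did not test Gm8034, RP23-349H12.7 or Gm25361. Gm8034 and Gm42730 are pseudogenes, and reads of their parent genes could be counted on them, which was not tested. RP23-349H12.7 lies in an intron of Cep85l, whose mean normalized count rose from 525.1 to 643.3 and so moved the other way. It also overlaps Pln on the other strand, which fell from 10.8 to 5.0 and is a candidate source if counting ignored the strand. Gm25361, a microRNA gene by annotation, lies within Ankrd52, which went from 3518.7 to 3585.5, and opposite Nabp2, which fell from 2939 to 1392.1. Reads of Nabp2 are likewise a candidate source for Gm25361, and neither source was tested.

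Of the 22 lists, 6 passed the threshold. Lower in hyperoxia were oligodendrocytes at a median of −0.68 (camera adjusted p 5.7e-07), dentate granule cells at −0.60 (camera adjusted p 2.7e-04) and immediate early genes. Higher were thalamus at 0.52 (camera adjusted p 0.0052), subiculum at 0.38 (camera adjusted p 0.010) and endothelial cells at 0.23 (camera adjusted p 0.034). In each of the 6 the mean over the list was on one side of air in 3 of 3 hyperoxia libraries. Chance cannot be excluded for the count of lists, because all 10 splits of the 6 libraries into 3 and 3 gave at least as many. The fry test kept dentate granule cells, immediate early genes and subiculum, and camera with an estimated correlation kept none. Of the endothelial genes, 16 were higher and 6 lower, with Ly6c1 at −0.96 and Vwf at 0.75, so the list did not move as 1 cell type. Less of the dentate gyrus in the tissue taken and a response of its cells to the exposure are open for the dentate list and were not tested.

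The oligodendrocyte genes were lower in hyperoxia in 18 of 18 genes, 15 of them called. The most abundant was Mbp, at 151577 ± 32288 (SD, n = 3) in air and 90665 ± 11259 (SD, n = 3) in hyperoxia. The air libraries differed among themselves in this list, at −0.294, 0.109 and 0.185 from the air mean, against −0.748, −0.625 and −0.567 in hyperoxia libraries 1, 2 and 3. A lower share of all glia as the whole cause is argued against, because it would lower the glial lists alike and the oligodendrocyte list moved apart from each of the others. The mean of the oligodendrocyte list minus that of the astrocyte list was −0.266, 0.076 and 0.190 in air libraries 1, 2 and 3 and −0.807, −0.819 and −0.571 in hyperoxia libraries 1, 2 and 3, which leaves a gap of 0.305 between the groups. The gap was 0.187 against the microglia list and 0.503 against the precursor list. The levels of these 3 lists exclude no smaller change in glia, since the astrocyte and microglia lists had medians of 0.05 over genes that went both ways (−0.03 and −0.06 without hyperoxia library 2), and the precursor list, at 0.21, was not called. A trend on length and GC is argued against by the corrected fit, in which the list was still called. Fewer oligodendrocytes or less myelin RNA in the tissue taken stays open and has no test of its own, since the p of this list (camera adjusted p 5.678e-07) is the pattern itself. Whether it would come from the dissection or from the exposure cannot be told apart, because the design does not separate them.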

How the results depend on the processing

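To the alternatives planned, 1 was added after the data were seen, the gene lists without the genes of Tables 1, 2 and 5. It left the same 6 lists past the threshold, with immediate early genes at −0.24 (camera adjusted p 0.022, range over the other alternatives 6.3e-05 to 0.74) and dentate granule cells at −0.71 (camera adjusted p 3.8e-04, range 3.3e-07 to 0.78). No paired analysis was possible because the animals are numbered 1 to 6 with no number shared by the groups. The count of 5425 called genes stayed between 4224 and 6157 in the alternatives with all 6 libraries. Between 73.2% and 99.9% of the genes called were called there too, and in each setting, including those without 1 library, none of the shared calls changed direction. The share of calls that were higher in hyperoxia was 48.7%, between 46.7% and 52.3% in the other settings apart from 42.8% after the length and GC correction. The median log2 fold change of all genes tested stayed between −0.0224 and 0.0167.

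Single libraries moved the counts more. The count of called genes was 3048 without air library 1 to 7756 without hyperoxia library 2, with 3087 without air library 2, 3662 without air library 3, 3378 without hyperoxia library 1 and 4982 without hyperoxia library 3. Genes higher in hyperoxia ranged from 1445 without air library 1 to 3838 without hyperoxia library 2, genes lower from 1603 without air library 1 to 3918 without hyperoxia library 2, and genes higher by at least 2-fold from 269 without hyperoxia library 1 to 561 without hyperoxia library 2. The cause of the lower and of the higher counts was not tested. In simulated data, 155 of 200 changed genes were recovered with 1 air library left out and 160 with all 6. These simulated changes were all 2-fold, so they cannot tell how smaller changes fare with 1 library left out. In the real data, hyperoxia library 2 lay apart from the other hyperoxia libraries on the second principal component (38.73, against −5.09 and −22.56). With a mean of at least 50, 216 genes were higher and 128 lower by at least 2-fold, in place of 423 and 277, since fewer genes with low values were tested.

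Of the genes listed in Tables 1 and 2, 23 were called, 37 after the length and GC correction and 37 at an unadjusted p under 0.05, while leaving out 1 library gave 16 without air library 2 to 35 without hyperoxia library 2. The cause of the rise after the correction was not tested. Of 98 named genes with a test, 40 were called, 31 of these in every setting with all libraries that tested them and 28 in every setting that tested them. Over the 1560 values of named genes under the alternatives, 1463 kept their side of the threshold and, where called, their direction, 43 lost a call, 51 gained one and 3 changed sign where called. Those 3 were under the length and GC correction, for Gria2 at −0.26 (adjusted p 0.015, range 0.0036 to 0.98), Pik3ca at −0.027 (0.79, range 8.4e-04 to 0.79) and App at −0.21 (0.043, range 0.034 to 0.94). The cause was not tested. Among the 1463 are 35 values that changed sign with no call on either side. Calls were lost in at least 1 fit without a library for 11 named genes (Atf4, Bdnf, Capn11, Dlg4, Eomes, Gm25361, Mtor, Pik3ca, Prkcb, Slc17a7 and Stx6).

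Of the gene lists, 6 passed the threshold, 10 with no filter, 3 in the fry test and 0 in camera with an estimated correlation. At an unadjusted p under 0.05 there were 10 lists, 8 in fry and 1 with the estimated correlation. Subiculum lost its call after the length and GC correction (camera adjusted p 0.091, range over the alternatives 0.0035 to 0.78), and endothelial cells (0.126, range 0.011 to 0.85) and thalamus (0.059, range 3.6e-04 to 0.85) without hyperoxia library 2. The cause was not tested. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.279 with transcript length and −0.205 with GC content. The correction is built to remove these trends and left −0.001 and 0.012. With 1 library left out, the rho with length stayed between 0.206 and 0.344.

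Depth limits genes with few reads. Bdkrb1 had at most 5 reads in any library and was not tested, and Gm24245 had no reads in air. With 3 mice against 3, no exact permutation test of a single gene can pass 0.05, and the calls rest on the model's pooled spread.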

Differences from the paper's values

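The test of the paper's tables against the authors' deposited table was chosen only after the result was seen. The paper's Tables 1, 2 and 5 give log fold changes headed as hyperoxia against air. Of the 66 values for a single gene with a test, 63 have the sign opposite to hyperoxia minus air from the deposited columns, and Pearson's r across these genes, which are not independent replicates, is −0.975. All 23 of them that limma called have the opposite sign. The same sign is found in Camk1, Ntrk2 and Tbr1. The paper's values match in size on the scale of air minus hyperoxia, on which the comparisons here are made. Of the 66, 63 lie within 0.02 of the authors' deposited table of room air against 85% oxygen, and Lgi1, Camk1 and Ntrk2, by its value in Table 2, do not. In Supplemental Table 1, 182 of the 186 genes tested have the opposite sign, and Wdr6, Ube4b, Abr and Trim3, named after their values were seen, have the same sign. Of these 4, limma called Wdr6, with 0.37 in the paper and 0.41 as hyperoxia minus air (limma adjusted p 0.0061). None of the 4 printed values has the sign of the authors' deposited table. That table has −0.387 for Wdr6, and 0.014, 0.07 and 0.074 for Ube4b, Abr and Trim3. The paper prints −0.3, −0.93 and −0.32 for the last 3. In Supplemental Table 2 all 32 have the opposite sign.

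On the scale of air minus hyperoxia, the paper's value for Lgi1 is 0.17 and that from the columns 0.665 (−0.66 as hyperoxia minus air). The paper's value for Camk1 is 0.36 and that from the columns −0.084. For Camk2d the paper prints −0.83, which is 0.83 with its sign turned, and the columns give 1.256 as hyperoxia minus air. For these 3 genes all 16 alternatives set before the data were examined differ from the paper's value too. So do all 15 that give a value for Bglap3, where the paper's Supplemental Table 4 has −1.67 and the columns −3.710. The authors' deposited table has 0.608 for Lgi1 and −0.081 for Camk1, nearer to the columns than to the paper. For Camk2d it has −0.838 and for Bglap3 −1.671, near the paper's values. The genes with the largest rises and falls in the columns that have a value there were also smaller in size there. Trbc2 was at −0.661 there and 3.85 as hyperoxia minus air, and Capn11 at 0.948 and −2.64. So the gap for Bglap3 lies between the authors' fit and the columns, and is not confined to this gene. For Arc the paper's value is 1.51 and that from the columns 1.642. The length and GC correction (1.541) and the fit without hyperoxia library 3 (1.593) come within the replicate spread of the paper's value, and the other 14 alternatives do not. For Ntrk2 the paper's value is −0.04 and that from the columns 0.012, of opposite sign though small. The paper's Supplemental Table 2 prints 0.01 for the same mRNA, which has the sign from the columns. The fits without air library 3 (−0.004) and without hyperoxia library 2 (−0.016) have the paper's sign, and the other 14 do not. For Tbr1 the paper's value is −0.005 and that from the columns 0.008. The paper's sign is found with edgeR, with DESeq2, without air library 1, without hyperoxia library 2 and without hyperoxia library 3, and not under the other 11. For the counts of proteins listed, Supplemental Table 1 as read holds 191 distinct symbols and the paper counts 193.

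In its text the paper states higher mRNA in hyperoxia for genes that were lower in the hyperoxia columns. Of these, Grin1 was at −0.59, Gria1 at −0.62, Synpo at −0.50, Slc17a7 at −0.34, Dlg4 at −0.33, Stx6 at −0.27, Camk2a at −0.51, Camk2b at −0.57, Bdnf at −0.44, Jun at −0.73, Atf4 at −0.31 and Eomes at −0.83, all called. The paper also states lower mRNA in hyperoxia for genes that were called higher, Gabra3 at 0.98, Camk2d at 1.26, Camk2g at 0.38, Prkcb at 0.28 and Mtor at 0.35. Among the PI3K genes, which the paper states as lower, Pik3ca was at 0.31, the size nearest the paper's value. Of the candidate genes of mTORC1, Rptor, Mlst8 and Akt1s1, none was called, apart from Akt1s1 without hyperoxia library 2 (−0.24). Lgi1, which the paper states as unchanged, was called at −0.66. The list in Supplemental Table 3 is headed as upregulated and all 20 genes were lower, and that in Supplemental Table 4 is headed as downregulated and all 62 genes were higher. For Arc, Egr1 and C/EBP, the results text states a decrease, which is also the direction in the columns (−1.64, −0.90 and −1.18 for Cebpb), while Table 2 and the discussion state an increase.

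Several mRNAs that the paper states as changed were not called here, and were called under these settings only. Without hyperoxia library 2, Grin2b (0.61) and Rps6 (−0.30) were called. After the length and GC correction, Eif4e (−0.36) was called, and without hyperoxia library 3, Aktip (0.24). Stx1a was called with edgeR, with DESeq2, after the length and GC correction and without hyperoxia library 3. Stx12 was called with a mean of at least 50, quantile normalization, TMM scaling, DESeq2, the length and GC correction and without hyperoxia library 2. Rictor, with a P value of 0.02 in Table 5, was called with DESeq2 and without hyperoxia library 2. Each of these has the sign opposite to the paper's. Camk1 was called under no setting. The calls here rest on adjusted p. The paper's P values lie near the unadjusted p of the authors' deposited table for some genes, near its adjusted p for others, and near neither for the rest. For Grin2b, with a P value of 0.05 in the paper, the authors' deposited table has 0.0542 unadjusted and 0.149 adjusted. For Stx1a, with a P value of 0.05 in the paper, the authors' deposited table has 0.0144 unadjusted and 0.0549 adjusted. The paper's P values for Eif4e, Aktip, Rps6 and Camk1 are 0.05, 0.04, 0.04 and 0.01. Unadjusted, the authors' deposited table has 0.0914, 0.0987, 0.0622 and 0.489 for them, none of them under 0.05.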

Other observations

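Chosen only after the results were seen were the counts over splits for genes changed at least 2-fold, listed genes and gene lists, the length trend per library, and the test of the direction of the paper's tables.

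Other splits of the libraries cannot exclude chance for the counts of calls, since 3 libraries against 3 make 10 splits and no share under 0.1 can be had. The real split was the only 1 of the 10 with as many called genes (5425), as many changed at least 2-fold (700) and as many listed genes called (23). In the other 9, limma called 0 genes, with between 81 and 1504 genes at an unadjusted p under 0.05, against 7594 in the real split. In the real split the groups did not overlap in 46.1% of the genes tested, against 10% by chance, and in simulated data limma made 13 false calls. For the gene lists the count was 10 of 10.

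Short transcripts tended to be lower and long transcripts higher in hyperoxia. The shortest 4434 genes had a median log2 fold change of −0.14, with 269 called higher and 834 called lower, and the longest 4434 had a median of 0.16, with 1269 and 361. A length or GC bias as the whole cause of the called genes is argued against, because after its removal 4504 of the 5425 calls remained, with 0 in the opposite direction. Whether the trend itself is technical cannot be told apart from an effect of the exposure. The Spearman rho of each library's deviations with length was −0.261, −0.317 and −0.138 in air libraries 1, 2 and 3 and 0.293, −0.116 and 0.384 in hyperoxia libraries 1, 2 and 3. The lowest hyperoxia library lay 0.022 above the highest air library, far less than the spread within hyperoxia, so a property of single library preparations may account for much of the trend. RNA quality per library was not analysed here.

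The fold changes from the columns run opposite to the paper's tables, apart from 3 of the 66 single-gene values of Tables 1, 2 and 5 and 4 of the 186 genes tested of Supplemental Table 1. That the tables give room air over 85% oxygen under a heading of hyperoxia against air has the values it needs, because 63 of the 66 values lie within 0.02 of the authors' deposited table, which is above 0 where the room air columns are higher. This leaves open which of the 2, the tables' heading or the columns' labels, gives the true direction. An exchange of the labels of both groups would turn every direction given here. Targets of hypoxia-inducible factor were tested for it, with a median of −0.06 and a camera adjusted p of 0.649, which cannot tell. The results text gives Arc, Egr1 and C/EBP as decreased, the direction of the columns. The paper's staining, in other mice, gives less CNPase and more GFAP in CA1 and fewer PCNA cells in the dentate gyrus in hyperoxia. In the columns, the oligodendrocyte list was lower in 18 of 18 genes, with a median of −0.68, and Cnp, which encodes CNPase, was lower but not called. So the myelin genes go in the direction of the staining with the labels as they are. Cnp overlaps Dnajc7 on the other strand, whose mean normalized count fell from 5734.4 to 3692.5. Reads of Dnajc7 are a candidate source of the fall of Cnp if counting ignored the strand, which was not tested. Gfap and Pcna were not called, nor was the list of proliferating cells, at a median of 0.20. That list leaned against the direction of the staining, with 13 genes higher and 7 lower, and with 4 called higher and 0 called lower. The 4 were Mki67 at 0.88, Top2a at 0.65, Birc5 at 0.53 and Cdk1 at 0.77, with limma adjusted p of 0.0036, 0.011, 0.036 and 0.041, and they are named here after their values were seen. The direction stays open, since staining of protein in other mice does not fix the mRNA of these libraries and the oligodendrocyte genes can differ through the dissection too.

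The genes of Supplemental Table 4 were higher in hyperoxia. A candidate explanation for them is more tissue from neighbouring regions in the hyperoxia samples, which was tested on lists that hold none of these genes. The thalamus list was higher (camera adjusted p 0.005198), with 19 of 23 genes higher. For the rise of the thalamus list itself this is no test. Of the 23 genes of the list, 21 had a mean of at least 10 in air, so the hippocampal samples express them too, and 1 is also in another list. Ramp3 rose by 1.36 and Rora by 0.87. The most abundant genes did not move alike, with Adarb1 at 0.23, Lhx2 at −0.32, Calb2 at 0.09, Ptpn3 at −0.32, Plekhg1 at 0.19, Pdp1 at 0.09 and Prkcd at −0.21. The list was at 0.316, 0.93 and 0.414 above the air mean in hyperoxia libraries 1, 2 and 3, and it was not called without hyperoxia library 2. The subiculum list was also higher and the dentate list lower, while neocortex was not called. An effect of the exposure stays open.

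The lists that did not pass the threshold had these medians, each with its camera adjusted p. Above 0 were NRF2 targets 0.09 (0.84), astrocytes 0.05 (0.38), choroid plexus 0.33 (0.38), cytosolic ribosomal proteins 0.03 (0.9988), immature granule cells 0.09 (0.42), microglia 0.05 (0.65), neocortex 0.41 (0.067), oligodendrocyte precursors 0.21 (0.067) and proliferating cells 0.20 (0.097). Below 0 were CA1 pyramidal cells −0.21 (0.84), CA3 pyramidal cells −0.27 (0.12), GABAergic interneurons −0.05 (0.84), hypoxia-inducible factor targets −0.06 (0.65), mitochondrial genome-encoded −0.35 (0.38), oxidative phosphorylation, nuclear-encoded −0.08 (0.067) and translation initiation factors −0.09 (0.42). Some of these were called in part of the 18 alternatives. Oxidative phosphorylation was called lower in 4 (range of camera adjusted p 5.9e-04 to 0.93), with no filter (0.020), with DESeq2 (0.033), without air library 3 (0.022) and without hyperoxia library 2 (5.9e-04, median −0.15, with 35 of 76 genes called lower and 4 called higher), while its median was 0.02 after the length and GC correction. Neocortex was called higher in 4 (range 0.011 to 0.85), with no filter, with DESeq2, without air library 1 and without hyperoxia library 3. Oligodendrocyte precursors were called higher in 5 (range 0.022 to 0.85), with no filter, with DESeq2 and without air library 3, hyperoxia library 1 or hyperoxia library 3. Called in 1 each were CA3 pyramidal cells, lower with no filter (0.046, range 0.046 to 0.85), cytosolic ribosomal proteins, higher after the length and GC correction (0.0085, range 0.0085 to 0.9998), mitochondrial genome-encoded, lower with a mean of at least 50 (0.024, range 0.024 to 0.93), and proliferating cells, higher without hyperoxia library 1 (0.011, range 0.011 to 0.93). The other lists were called in none. The cause of these changes was not tested. For CA1 pyramidal cells the median is below 0 and the mean above it (0.03), with the test pointing down, and for GABAergic interneurons the mean (0.03) and the test point up. Choroid plexus genes were high in hyperoxia library 3 alone, at 1.814 above the air mean against −0.165 and −0.247 in libraries 1 and 2, with Ttr at 2663 ± 4151 (SD, n = 3) in hyperoxia and 442 ± 389 (SD, n = 3) in air. No explanation of this was tested. Calb2 is in 3 lists.

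Xist was at 30.1, 33.6 and 13962 in air libraries 1, 2 and 3 and at 19417, 40.8 and 15.4 in hyperoxia libraries 1, 2 and 3, and the Y-linked gene Eif2s3y was at 1726, 2494 and 1.0 and at 0, 1867 and 2183. Air library 3 and hyperoxia library 1 thus had high Xist and almost no Eif2s3y, unlike the others of their groups. No fit here took this difference, which goes with sex, into account. Of the genes whose proteins the paper stained, Gfap was at 0.06 (limma adjusted p 0.73), Cnp at −0.30 (0.12) and Pcna at −0.10 (0.43), none of them called. Cnp was called without air library 1 (−0.46) and without hyperoxia library 2 (−0.38).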
